# Aldehyde dehydrogenase activity is necessary for beta cell development and functionality in mice

**DOI:** 10.1007/s00125-015-3784-4

**Published:** 2015-10-31

**Authors:** Vivian Anastasiou, Elpiniki Ninou, Dimitra Alexopoulou, Julia Stertmann, Andreas Müller, Andreas Dahl, Michele Solimena, Stephan Speier, Ioannis Serafimidis, Anthony Gavalas

**Keywords:** Aldehyde dehydrogenase, Beta cell development, Beta cell dysfunction, Beta cell transcriptome, Diabetes risk factor, Hyperglycaemia, Insulin secretion

## Abstract

**Aims/hypothesis:**

Pancreatic beta cells maintain glucose homeostasis and beta cell dysfunction is a major risk factor in developing diabetes. Therefore, understanding the developmental regulatory networks that define a fully functional beta cell is important for elucidating the genetic origins of the disease. Aldehyde dehydrogenase activity has been associated with stem/progenitor cells and we have previously shown that *Aldh1b1* is specifically expressed in pancreas progenitor pools. Here we address the hypothesis that *Aldh1b1* may regulate the timing of the appearance and eventual functionality of beta cells.

**Methods:**

We generated an *Aldh1b1*-knockout mouse line (*Aldh1b1*^tm1lacZ^) and used this to study pancreatic development, beta cell functionality and glucose homeostasis in the absence of *Aldh1b1* function.

**Results:**

Differentiation in the developing pancreas of *Aldh1b1*^*tm1lacZ*^ null mice was accelerated. Transcriptome analyses of newborn and adult islets showed misregulation of key beta cell transcription factors and genes crucial for beta cell function. Functional analyses showed that glucose-stimulated insulin secretion was severely compromised in islets isolated from null mice. Several key features of beta cell functionality were affected, including control of oxidative stress, glucose sensing, stimulus-coupling secretion and secretory granule biogenesis. As a result of beta cell dysfunction, homozygous mice developed glucose intolerance and age-dependent hyperglycaemia.

**Conclusions/interpretation:**

These findings show that *Aldh1b1* influences the timing of the transition from the pancreas endocrine progenitor to the committed beta cell and demonstrate that changes in the timing of this transition lead to beta cell dysfunction and thus constitute a diabetes risk factor later in life.

*Gene Expression Omnibus (GEO) accession*: GSE58025

**Electronic supplementary material:**

The online version of this article (doi:10.1007/s00125-015-3784-4) contains peer-reviewed but unedited supplementary material, which is available to authorised users.

## Introduction

Extensive genome-wide association studies have identified over 80 genomic susceptibility loci for type 2 diabetes. The majority of the discovered risk variants have been linked to beta cell dysfunction rather than to insulin resistance [1]. Thus, elucidating the developmental regulatory networks defining a fully functional beta cell is important for understanding the genetic origins of the disease and deriving mature beta cells from stem cells.

All pancreatic cell types are derived from progenitors that emerge at the posterior foregut region of the definitive endoderm and expand to form a branched epithelium surrounded by mesenchyme [2]. Subsequently, acinar progenitors are confined at the tips, while trunk cells become endocrine/duct bipotent progenitors. Neurogenin 3-positive (NGN3^+^) endocrine progenitors arise in the trunk and migrate into the mesenchyme leaving behind ductal progenitors [3]. The emergence of progenitor pools and differentiated cell types is temporally regulated but the mechanisms implicated are unknown [3, 4]. After birth, normal beta cell development continues with the maturation of the stimulus–secretion coupling machinery, the enhancement of glucose sensing, the increase in the number of insulin-containing secretory granules (SGs) and the establishment of the appropriate beta cell mass through extensive proliferation. Several transcription factors implicated in progenitor and endocrine specification also play key overlapping roles in the postnatal expansion, maturation and maintenance of adult beta cells. Their expression levels are also important for beta cell functionality [5–12]. Disturbances of the intrauterine milieu can lead to islet defects and diabetes later in life but little is known about the molecular mediators of this effect [13–15].

Aldehyde dehydrogenase (ALDH) activity is increasingly associated with stem/progenitor cells and it is hypothesised that it contributes to the maintenance of the progenitor status [16–19]. Mitochondrial *Aldh1b1* is specifically expressed in all pancreas progenitors in the mouse embryo but not in mature endocrine cells. Its expression in the adult is confined to rare centroacinar-like cells with pancreas stem/progenitor characteristics [18, 20]. Here we addressed the hypothesis that *Aldh1b1* may regulate the timing of the appearance and eventual functionality of beta cells.

## Methods

### *Aldh1b1*^tm1lacz^-knock-in mouse strain

The *Aldh1b1*^tm1(KOMP)Vlcg^ ES line (KOMP; UC Davis, CA, USA) was used to generate the *Aldh1b1*^tm1lacZ^ allele (electronic supplementary material [ESM] Fig. 1). Animal maintenance and experimentation were in accordance with international guidelines and subjected to ethics approval from the competent veterinary committees of Athens and TU Dresden. Animals were assigned to experiments randomly on condition of fulfilling the conditions of the experiment (genotype, sex, age) as described, and the scoring/outcome assessment was blind to group assignment.

### Fasting glucose measurements and glucose, insulin and pyruvate tolerance tests

For the intraperitoneal glucose tolerance test (IPGTT), male mice were fasted for 16 h overnight and injected intraperitoneally with d-glucose (Sigma-Aldrich, St Louis, MO, USA) at 2 g/kg. Blood from the tail vein was used to determined glucose level using the Contour XT monitoring system (Bayer, Leverkusen, Germany) and insulin level was determined in the supernatant fraction following clotting using an ultrasensitive mouse insulin ELISA kit (Mercodia, Uppsala, Sweden). Details of the intraperitoneal insulin tolerance test (IPITT) and intraperitoneal pyruvate tolerance test (IPPTT) procedures are provided in ESM Methods.

### Immunostaining and morphometric analysis

Dissected pancreases were fixed in 4% wt/vol. paraformaldehyde and processed for immunofluorescence using standard procedures [18, 21]. Details of antibodies used and morphometric analyses are provided in ESM Methods.

### Islet isolation and functional analyses

Islets were isolated from male mice and maintained as described [22]. Standard procedures were used for insulin secretion assays, measurements of intracellular calcium ([Ca^2+^]_i_) changes [23], detection of reactive oxygen species (ROS) [24], ATP measurements [25] and transmission electron microscopy [26]. Details are provided in ESM Methods.

### RNA isolation, real-time PCR, RNA Seq and accession numbers

Total RNA was prepared using the RNeasy kit (Qiagen, Hilden, Germany), first-strand cDNA preparation, real-time PCR and library preparations for RNA sequencing and bioinformatics analyses were done according to standard procedures. Details are provided in ESM Methods. Raw and normalised data were deposited in GEO (www.ncbi.nlm.nih.gov/geo) under accession number GSE58025.

### Hormone measurements and liver glycogen content assay

Pancreatic insulin, proinsulin and glucagon content, as well as liver glycogen content, were assayed as described in ESM Methods.

### Western blotting and X-gal staining

Details on western blotting and X-gal staining procedures are provided in ESM Methods.

### Statistical analyses

Statistical significance was determined by Student’s *t* test for two-tailed distributions of unpaired groups. For analyses of wild-type and null mice at different time points (with the exception of gestation time points) two-way ANOVA with Bonferroni post hoc test for differences between means were conducted. The SEM is provided unless otherwise stated and *p* < 0.05 was considered significant. For differences in islet size distributions and means, statistical significance was determined using the Wilcoxon rank-sum test and *p* < 0.001 was considered significant.

## Results

### Premature lineage commitment during development in the absence of *Aldh1b1* expression

We generated the *Aldh1b1*^tm1lacZ^ mouse line (ESM Fig. 1 a, b) and analysed pancreas development in the *Aldh1b1*^tm1lacZ^ null embryos in which *Lacz* expression recapitulated expression in the pancreas (ESM Fig. 1 c–h).

Early development appeared normal (data not shown) but progenitor differentiation was accelerated during the secondary transition. There was a transient increase in the number of NGN3^+^ cells at 13.5 and 14.5 days post coitum (dpc) (Fig. 1a, b, k) and, consistently, the number of C-peptide-positive (C-PEP^+^) cells (but not glucagon-positive [GCG^+^] cells, data not shown) was increased in the *Aldh1b1*^tm1lacZ^ null pancreases (Fig. 1c, d, k). Amylase complex-positive (AMY^+^) acinar cells and duct Dolichos biflorus agglutinin-positive (DBA^+^) cells appeared earlier and were more numerous in the *Aldh1b1*^tm1lacZ^ null pancreases at 14.5 dpc (Fig. 1e–h, l, m).

**Fig. 1:**
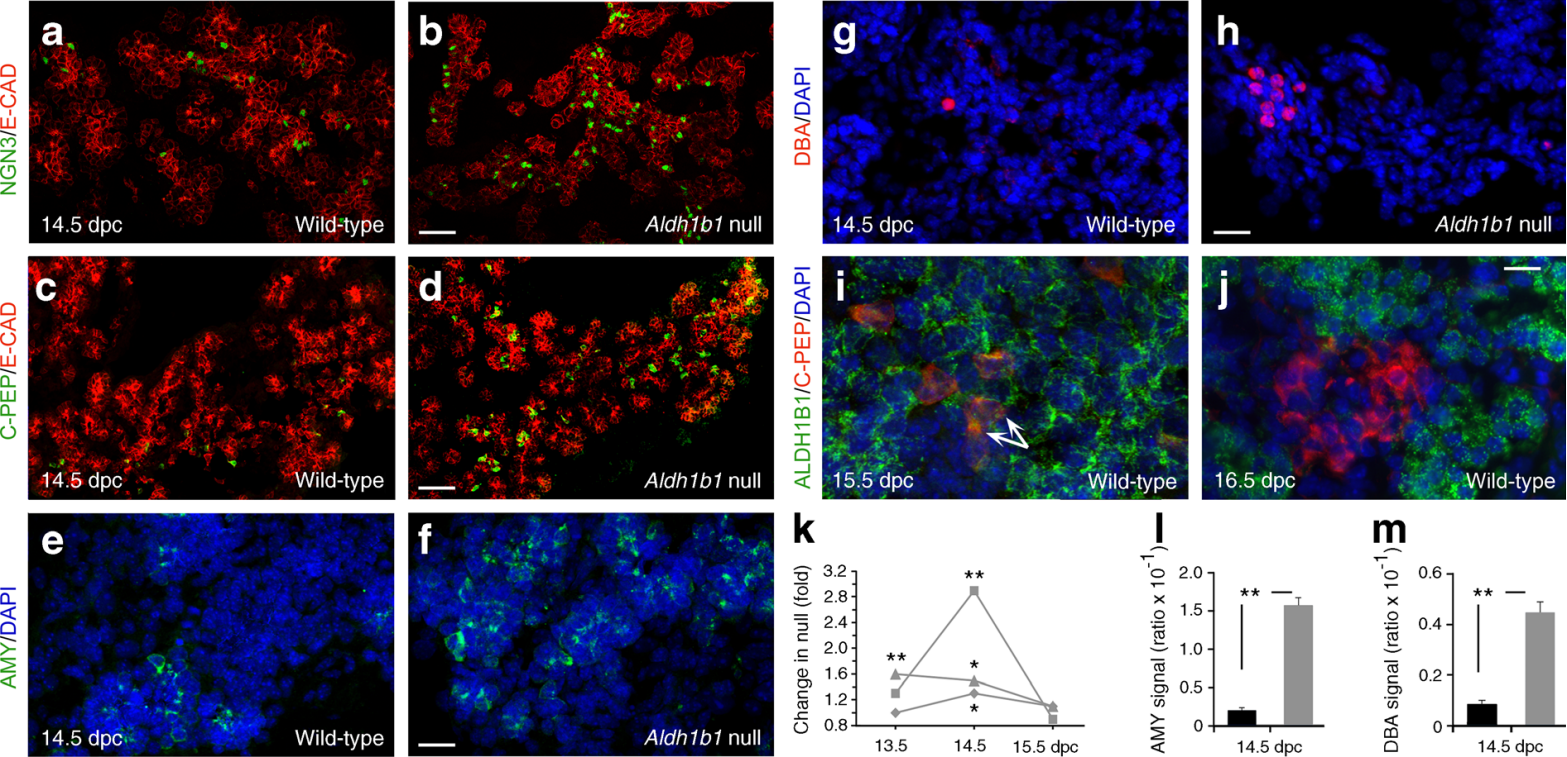
ALDH1B1 controls timing of commitment and proliferation of embryonic pancreas progenitors and is expressed in nascent beta cells. (**a**–**h**) The number of NGN3^+^ (**a**, **b**), C-PEP^+^ (**c**, **d**), AMY^+^ (**e**, **f**) and DBA^+^ (**g**, **h**) cells was increased in pancreases of *Aldh1b1* ^tm1lacZ^ null mice compared with wild-type mice. (**i**, **j**) Co-expression of ALDH1B1 with newly formed beta cells remains until 15.5 dpc (arrows) but is lost at 16.5 dpc. (**k**) Quantification of C-PEP^+^ (squares), NGN3^+^ (triangles) signal (DAPI normalised) and number of PH3^+^ epithelial (diamonds) cells per islet at 13.5, 14.5 and 15.5. dpc showed a transient increase (expressed as fold increase compared with wild-type) in *Aldh1b1* ^tm1lacZ^ null pancreases. Comparisons were done for the same day. (**l**, **m**) Quantification of AMY^+^ (**l**) and DBA^+^ (**m**) signal (DAPI normalised) at 14.5 dpc showed a strong increase (expressed as ratio over wild-type) in the *Aldh1b1* ^tm1lacZ^ null pancreases (black bars, wild-type; grey bars, null). Results are from four to six embryos per genotype and per embryonic stage, and values are representative of eight sections per embryonic pancreas spanning the entire organ. *p < 0.05 and **p < 0.01. Scale bars, 50 μm (**a**, **b**), 100 μm (**c**, **d**), 20 μm (**e**–**h**) and 15 μm (**i, j**). E-CAD, E-cadherin

The number of epithelial cells in mitosis (Phosphohistone-H3^+^/E-cadherin^+^ cells) transiently increased in the *Aldh1b1*^tm1lacZ^ null pancreases at 14.5 dpc, thus compensating for the accelerated differentiation and maintaining the size of the organ (Fig. 1k and data not shown). Apoptosis levels, detected by immunofluorescence for activated caspase-3, were very low and similar to controls excluding implication of ALDH1B1 in progenitor survival (data not shown).

Expression of the sex determining region Y-box 9 (SOX9), pancreatic and duodenal homeobox 1 (PDX1) and pancreas specific transcription factor 1a (PTF1a) progenitor markers at 14.5 dpc and RNA Seq analysis of 13.5 and 15.5 dpc total pancreases did not detect other significant quantifiable differences between wild-type and *Aldh1b1*^tm1lacZ^ null pancreases, suggesting that only a subset of progenitor cells are affected at successive time points. Careful analysis of ALDH1B1 expression showed that the protein persisted in nascent C-PEP^+^ cells until 15.5 dpc but not later (Fig. 1i, j and data not shown).

Therefore, loss of *Aldh1b1* function resulted in premature differentiation, balanced by increased mitosis, suggesting a dual role for *Aldh1b1* in regulating both timing of commitment and proliferation of progenitors. We then asked whether loss of ALDH1B1 in progenitors and nascent beta cells affected islet patterning and beta cell function.

### Islet patterning is defective in newborn *Aldh1b1*^tm1lacZ^ null mice

Cellular analysis revealed a striking heterogeneity of *Aldh1b1*^tm1lacZ^ null islets at postnatal day 1 (P1). Expression of the transcription factors PDX1 and NK6 homeobox 1 (NKX6.1) [12, 27–30] was homogeneous in control islets whereas a large number of *Aldh1b1*^tm1lacZ^ null islets showed absent, substantially weaker NKX6.1 expression (47%) or strongly increased expression (18%). Some (35%) showed substantially weaker PDX1 expression compared with controls and co-expression of NKX6.1 and PDX1 within cells of the same islet was not uniform (ESM Fig. 2 a, b, b’ and data not shown) (*n* = 76). This was accompanied by variable levels of C-PEP immunofluorescence in the *Aldh1b1*^tm1lacZ^ null P1 pancreases, where 50% of the islets had either reduced or absent staining compared with controls (ESM Fig. 2c, d, d’). In addition, the number of phosphohistone-H3 (PH3)^+^ cells was increased by nearly 40% in the null islets (ESM Fig. 2f and data not shown). However, *Aldh1b1*^tm1lacZ^ P1 null pancreases had similar weight, beta cell mass, islet size distribution and insulin, proinsulin and glucagon content compared with controls. The relative numbers of alpha, beta and delta cells remained similar (Fig. 4d, ESM Figs 2 e, 3 g–j, l and data not shown).

Western blots and RNA Seq data confirmed that *Aldh1b1* is not expressed in the islets at postnatal and adult stages [18] (ESM Fig. 2g). 

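*Aldh1b1* (ENSMUSG00000035561), which encodes a mitochondrial aldehyde dehydrogenase, is the gene that carries the *lacZ* allele in the null mice, and its reads were counted in each islet library. At P1 the 3 wild-type libraries held 87, 86 and 121 *Aldh1b1* reads, and the 3 null libraries held 0, 0 and 3. At week 8 the 3 wild-type libraries held 40, 92 and 61 reads, and null animals MUT218, MUT219 and MUT229 held 1, 0 and 0. Normalized counts in wild-type islets were 70.9 ± 15.8 (SD, n = 3) at P1 and 81.9 ± 21.9 (SD, n = 3) at week 8, above those of 30.4% to 37.0% of the genes detected in the same library. Pooled over the 3 libraries of a group, null islets had 1.07% of the wild-type *Aldh1b1* level at P1 (95% exact interval 0.219% to 3.16%) and 0.540% at week 8 (0.0136% to 3.04%). For the 4 null libraries without a read, a count of 0 allows a level of up to 0.117 to 0.174 CPM, taken as 3 counts in each library. These intervals and limits cover counting error only. The fitted log2 fold change of *Aldh1b1*, on the log2(value + 1) scale, was -5.50 ± 0.57 (SE) at P1 (adjusted p = 0.024 from limma) and -6.09 ± 0.48 at week 8 (adjusted p = 2.9e-04), and at P1 the adjusted p was 0.067 without P1 wild-type replicate 2, 0.24 without P1 null replicate 1 and 0.20 without P1 null replicate 2.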

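Islets of newborn *Aldh1b1* tm1lacZ null and wild-type mice (P1) were profiled by RNA sequencing, with 3 libraries per genotype and the islets of 3 mice pooled for each library. The libraries were made from poly(A) RNA with a strand-specific kit and read as single reads. Reads assigned to genes came to 18223758, 17858553 and 18342428 in wild-type replicates 1, 2 and 3, and to 17246804, 19496469 and 15212080 in null replicates 1, 2 and 3. The authors deposited counts per gene divided by DESeq size factors, for 18351 genes. In every library all values were whole multiples of the smallest one (100% of values, within 0.001 of a multiple), so whole reads could be recovered. Null and wild-type libraries were compared with limma on log2(normalized count + 1), over the 18235 genes with a mean of at least 1 across the 6 libraries, with Benjamini-Hochberg adjustment. Fold changes on this scale understate the changes of low genes. On simulated P1 libraries, with each gene drawn on its own, the test recovered 95.5% of genes changed 4-fold, 25.4% of those changed 2-fold and 2.99% of those changed 1.6-fold. Shifts that many genes share between libraries were not simulated, and these rates need not hold for such genes. Acinar markers, which are transcripts of the exocrine pancreas, took 3.36%, 2.14% and 6.67% of the reads of wild-type replicates 1, 2 and 3, and 25.2%, 21.5% and 10.8% of those of null replicates 1, 2 and 3. Wild-type replicate 1 also stood apart in gene length, as the rank correlation across genes of its deviation from the mean of the 6 P1 libraries with gene length was -0.617, against 0.355 and 0.226 in replicates 2 and 3.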

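Transcripts of the exocrine pancreas were among the genes that rose in P1 null islets. Of 30 acinar markers, all lay above 0 and limma called 1, *Rbpjl* (30 higher when adjusted over the list alone), while DESeq2 called 28 and edgeR 1. The list stood above the other genes (adjusted p = 3.5e-31 from camera in limma), a call that was lost (adjusted p = 0.39 with an estimated correlation), and limma called 14, 19 and 20 of the markers without wild-type replicate 1, wild-type replicate 3 and null replicate 3, and 0 without wild-type replicate 2, null replicate 1 or null replicate 2. *Rbpjl*, a transcription factor of acinar cells, had 382 ± 190.4 normalized counts (SD, n = 3) in wild-type and 3414 ± 1144 in null islets, a log2 fold change of 3.20 ± 0.35 (SE, adjusted p = 0.024 from limma). *Try4*, one of the near-identical trypsin genes, whose reads the counting may split, rose by 3.59 ± 0.36 on the log2 scale, and *Ceacam1*, a cell adhesion molecule, and *Selp*, an adhesion molecule of endothelial cells, rose by 2.04 ± 0.24 and 1.65 ± 0.20. *Cryba2*, a crystallin gene, fell, with a log2 fold change of -1.67 ± 0.21, and *Aldh1b1* was the other lower gene. Of 18235 genes tested, 10 were higher and 2 were lower in the null islets at a limma adjusted p under 0.05, and 2730 had an unadjusted p under 0.05. At the thresholds of Fig. 2 (limma adjusted p of at most 0.1 with a fold of at least 1.6 or at most 0.6), 88 genes were higher and 28 were lower. In 23.6% of the genes the values of the 3 null libraries did not overlap those of the 3 wild-type libraries, where chance gives 10% on average over splits. Genes that shift together between libraries can put a single split far from that average. The share was not computed for other splits, so it does not show an effect of genotype by itself. DESeq2 on the recovered reads called 602 genes at an adjusted p under 0.05. The count moved from 12 to 245 without P1 wild-type replicate 1, to 79 without wild-type replicate 3, to 194 without null replicate 3, and to 0 without wild-type replicate 2, null replicate 1 or null replicate 2.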

Transcriptome comparison of P1 *Aldh1b1*^tm1lacZ^ null and control islets showed deregulation of a substantial number of genes (Fig. 2a, c). This deregulation included repression of several transcription factors with key roles in beta cell maturation and maintenance, such as *Pdx1*, *Nkx6.1*, *Mafa* and *Mafb* (Fig. 2d and ESM Table 1), and misregulation of several genes encoding vesicular and SG proteins (see below).

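*Pdx1*, *Nkx6-1* and *Mafa* had lower mean counts in P1 null islets than in wild-type islets. *Pdx1* (ENSMUSG00000029644) had 819 ± 310.1 normalized counts (SD, n = 3) in null and 1433 ± 250.4 in wild-type islets, and *Nkx6-1* (ENSMUSG00000035187) had 1664 ± 321 and 2786 ± 556. *Mafa* (ENSMUSG00000047591), an activator of insulin transcription, had 179 ± 29.2 and 368 ± 62.1. Log2 fold changes were -0.85 ± 0.26 (SE) for *Pdx1*, -0.74 ± 0.20 for *Nkx6-1* and -1.04 ± 0.20 for *Mafa*, with adjusted p = 0.19, 0.16 and 0.0998 from limma, so that none passed the threshold of 0.05. Of the 14 transcription factors drawn in Fig. 2d, 11 had a log2 fold change below 0, and 5, with *Gata4*, *Isl1*, *Nkx2-2* and *Mafa* among them, had a limma adjusted p of at most 0.1. *Gata4* lay above 0, at 2.21 ± 0.41. It had 72.2, 73.5 and 165 normalized counts in wild-type replicates 1, 2 and 3, and 661, 524 and 255 in null replicates 1, 2 and 3. In the same order acinar markers took 3.36%, 2.14% and 6.67% of the reads, and 25.2%, 21.5% and 10.8%. The paper draws the 14 factors of Fig. 2d from the same libraries, and its text does not state how they were chosen. Of a list of 32 beta cell transcription factors, limma called 0 (1 higher and 13 lower when adjusted over the list alone) and 18 had an unadjusted p under 0.05, while DESeq2 called 1 higher and 11 lower and edgeR called 0. The list as a whole lay below the other genes (median log2 fold change -0.35, adjusted p = 1.8e-05 from camera in limma), a call that was lost (adjusted p = 0.53 with an estimated correlation). Without P1 wild-type replicate 1, limma called 7 members of the list, among them *Mafa*, against 2 without null replicate 3 and 1 without wild-type replicate 3. Acinar markers took 4.06% ± 2.35 (SD, n = 3) of the reads in wild-type and 19.2% ± 7.52 in null islets.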

**Fig. 2:**
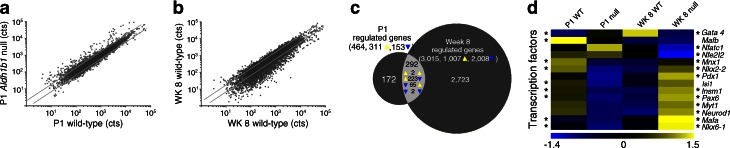
Islet transcriptome analysis at P1 and week 8 (WK 8). (**a**, **b**) Scatter plots of normalised gene transcription counts (cts) of *Aldh1b1* ^tm1lacZ^ null islets vs wild-type (WT) islets at P1 (**a**) (Pearson’s *r* = 0.63) and WK 8 (**b**) (Pearson’s *r* = 0.56). Diagonal lines represent regulation cut-offs at 0.6- and 1.6-fold. (**c**) Proportional Venn diagram of the genes misregulated in *Aldh1b1* ^tm1lacZ^ null islets at P1, WK 8 or both (overlap). In the overlap, the direction of regulation at P1 (left) or WK 8 (right) is shown for genes regulated at both time points. (**d**) Heat map of relative expression values (*z* scores) of transcription factors in *Aldh1b1* ^tm1lacZ^ null and control pancreases at P1 and WK 8. *p_adj_ ≤ 0.1: at the left side of the heat map * refers to comparisons at P1 whereas at the right side it refers to comparisons at WK 8

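Abundant transcripts, among them those of digestive enzymes and of insulin, weigh most in a correlation of counts. *Ctrb1*, a chymotrypsinogen chosen after its values were seen, for its abundance, had 198480 ± 119240 normalized counts (SD, n = 3) in P1 wild-type and 1089700 ± 473550 in P1 null islets, and 2384600 ± 436600 and 496930 ± 217480 at week 8. *Ins2* had 405780 ± 130060 and 148470 ± 64573 at P1, and 764480 ± 272620 and 1559700 ± 100430 at week 8. Across genes, Pearson's r between the mean normalized counts of null and wild-type islets was 0.562 at P1 and 0.630 at week 8 on the linear scale. On the scale log10(count + 1) it was 0.983 and 0.963, and Spearman's rho was 0.986 and 0.966. These are correlations across genes, which are not independent replicates. The 10 genes with the most reads took 10.4% ± 2.03 (SD, n = 3) of all reads in P1 wild-type, 18.4% ± 5.73 in P1 null, 41.7% ± 2.22 in week 8 wild-type and 23.8% ± 3.54 in week 8 null islets.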

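Genes regulated at both ages mostly went opposite ways. At the thresholds of 1.6- and 0.6-fold with an adjusted p of at most 0.1, 94 genes were regulated at P1 and at week 8 in separate limma fits of 18016 shared genes. Of these, 76 were higher in P1 nulls and lower in week 8 nulls, where independent lists would share 12.8 (Fisher's exact test, adjusted p = 2.0e-50 over 8 pairs of directions), and 15 were lower at P1 and higher at week 8, where 2.01 would be shared (adjusted p = 3.8e-10). The other 3 were lower at both ages. Fisher's test counts genes as independent, which they are not, so its p-values do not cover the spread between libraries. Acinar markers took 4.06% of the reads in wild-type and 19.2% in null islets at P1, and 50.2% and 16.5% at week 8. The overlap depends on the calls at P1, as limma called 12 genes at these thresholds at P1 without P1 wild-type replicate 2 and 0 without P1 null replicate 1 or 2. The acinar factor *Rbpjl*, for example, which was higher in P1 nulls, had a log2 fold change of -2.80 ± 0.34 (SE) at week 8, and the adhesion molecule *Selp* had -7.37 ± 1.16. At a limma adjusted p under 0.05 both ages shared 8 genes, 7 of them higher at P1 and lower at week 8. At the same threshold in DESeq2 they shared 425. Across all 18016 genes the log2 fold changes at the 2 ages had a Pearson r of -0.347, and -0.459 over the 12927 genes with a mean count of at least 50. The 2 ages share no library.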

Taken together these data suggest that *Aldh1b1* is necessary for proper fetal development of beta cells and the upregulation of key transcription factors.

### Islet patterning defects are maintained and expanded in adulthood

The murine pancreas undergoes dramatic remodelling during the postnatal period when beta cell mass expands and beta cells acquire the capacity to secrete insulin in response to glucose [31, 32]. Heterogeneity in *Aldh1b1*^tm1lacZ^ null islets persisted in early adults at 6 weeks of age. Nearly one-third of null islets (30%) showed substantially lower or absent expression of both PDX1 and NKX6.1, one-third (37%) consisted of a mixture of PDX1^+^ and NKX6.1^+^ cells and the remaining 33% had normal PDX1 and NKX6.1 expression (*n* = 123) (Fig. 3a–c, k). Changes in the expression of these genes have been associated with increased numbers of GCG^+^ and somatostatin (SOM)^+^ cells [12, 25]. Accordingly, many null islets contained supernumerary GCG^+^ and SOM^+^ cells and often had disrupted architecture (Fig. 3d–g). There was no apparent interconversion among endocrine cells since we were unable to detect any C-PEP^+^/GCG^+^ or insulin-positive (INS)^+^/SOM^+^ cells (data not shown). Furthermore, 50% of the islets, particularly larger ones, had low or even absent C-PEP and INS immunoreactivity while maintaining normal GLUT2 and glucagon-like peptide-1 receptor (GLP1R) expression (Fig. 3h–j and ESM Fig. 4 a–d). Null islets showed ectopic caspase-3 immunoreactivity in both normally and weakly C-PEP^+^ null islets (Fig. 3l, m) and persistent mitotic activity, mostly in those exhibiting low C-PEP staining (Fig. 3n, o), thus maintaining beta cell mass and median islet size (Fig. 4d and ESM Fig. 3a). Heterogeneity persisted at week 20, particularly concerning low C-PEP and NKX6.1 immunofluorescence, mostly in larger islets (ESM Fig. 4 e–h).

**Fig. 3:**
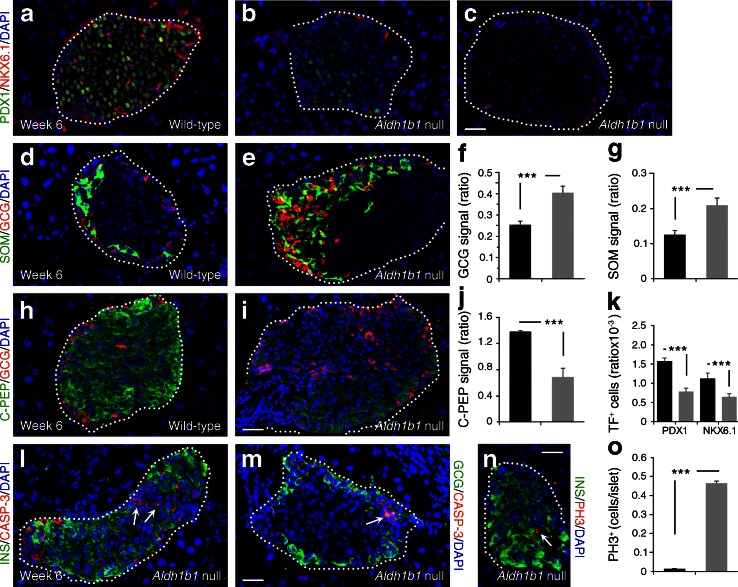
Islet patterning defects in *Aldh1b1* ^tm1lacZ^ null young adult mouse islets. (**a**–**c**, **h**–**i**) Substantially lower (**b**) or absent (**c**) PDX1, NKX6.1 (**a**–**c**) and C-PEP (**h**, **i**) expression in *Aldh1b1* ^tm1lacZ^ null islets. (**d**–**g**) Quantitative analysis of glucagon (GCG) and SOM (**d**, **e**) signal per islet (expressed as ratio of signal over DAPI signal) shows that the signal is increased by 60 and 65%, respectively (**f**, **g**), in *Aldh1b1* ^tm1lacZ^ null islets (black bars, wild-type; grey bars, null). (**j**, **k**) Quantitative analysis of C-PEP signal (**j**) and PDX1^+^, NKX6.1^+^ cells (**k**) per islet (expressed as ratio of signal over DAPI signal) shows that their expression is significantly reduced in *Aldh1b1* ^tm1lacZ^ null islets (black bars, wild-type; grey bars, null). (**l**, **m**) *Aldh1b1* ^tm1lacZ^ null islets showed increased levels of apoptosis as indicated by double immunofluorescence for caspase-3 (CASP-3) and either insulin (INS) (**l**) or GCG (**m**) (arrows). (**n**, **o**) Immunofluorescence for PH3 (**n**) indicated that mitotic activity was 50-fold higher (**o**) in *Aldh1b1* ^tm1lacZ^ null islets (black bars, wild-type; grey bars, null). Results are from three to five animals per genotype, and values are representative of scoring at least 50 islets spanning the entire pancreas of each animal. Values are mean ± SEM. ***p < 0.001 for indicated comparisons. Scale bars, 25 μm (**a**–**e**, **h**, **i**, **l**–**n**). TF, transcription factor

**Fig. 4:**
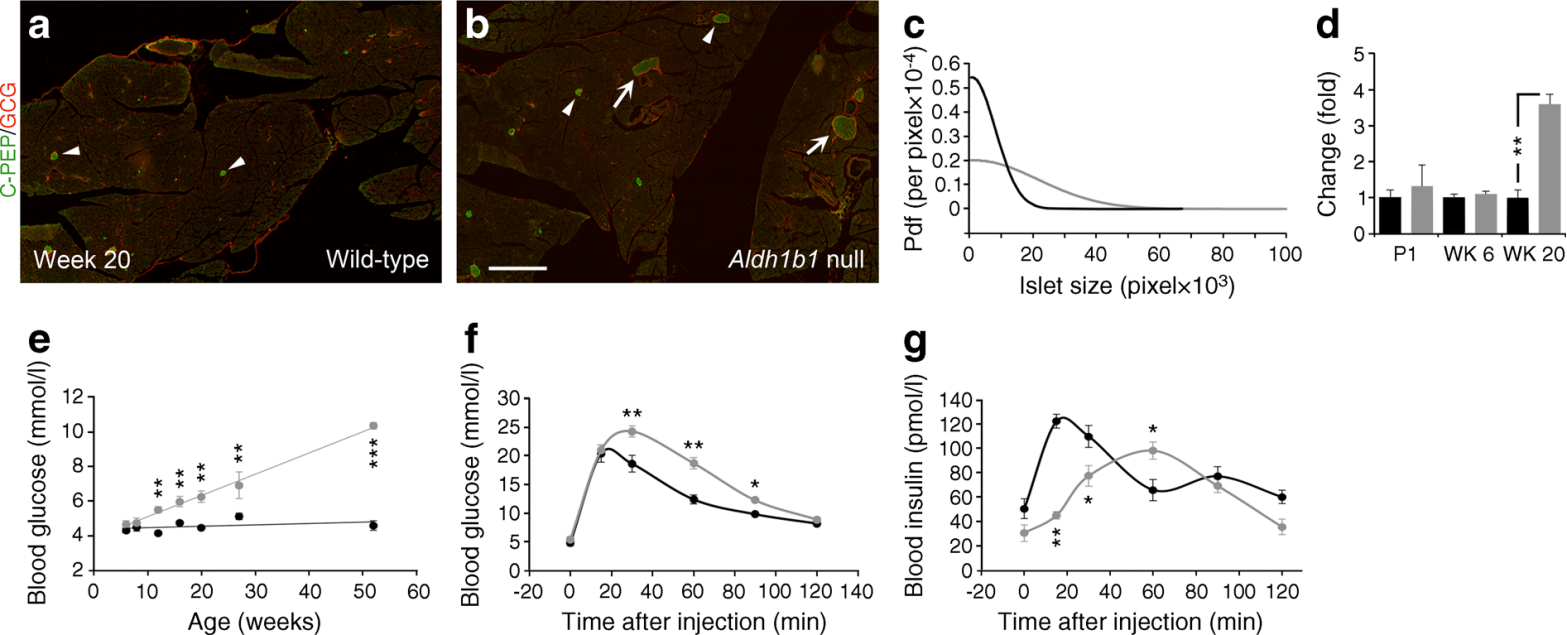
*Aldh1b1* ^tm1lacZ^ null mice have larger islets but are glucose intolerant and develop age-dependent hyperglycaemia. (**a**, **b**) Double immunofluorescence for C-PEP and glucagon (GCG) indicated the presence of both normal-sized islets (arrowheads) and significantly larger islets (arrows) in *Aldh1b1* ^tm1lacZ^ null mice compared with wild-type mice. (**c**) Morphometric analysis and plotting of the islet size probability density function (pdf) illustrates the significantly larger *Aldh1b1* ^tm1lacZ^ null median islet size (3,223) compared with the wild-type (1,413) (black line, wild-type; grey line, null) at week 20. Sizes are expressed in pixels (100 μm = 135 pixels). Differences in the distribution are significant (*p* < 0.001). (**d**) Beta cell mass differences are negligible at P1 and week 6 (WK 6) but there is a 3.6-fold increase in the beta cell mass of the *Aldh1b1* ^tm1lacZ^ compared with that of wild-type at week 20 (WK 20) (black bars, wild-type; grey bars, null). **p < 0.01 for the indicated comparison. (**e**) Blood glucose levels after overnight fasting in 6- to 52-week-old mice showed that *Aldh1b1* ^tm1lacZ^ nulls gradually develop hyperglycaemia (black line, wild-type; grey line, null) (*n* = 8–20). (**f**) *Aldh1b1* ^tm1lacZ^ nulls show a significant delay in blood glucose clearance during IPGTT at week 8 (*n* = 8, 7) (black line, wild-type; grey line, null). (**g**) Acute insulin secretion during IPGTT is impaired at WK 8 in *Aldh1b1* ^tm1lacZ^ null mice compared with wild-type mice (*n* = 5) (black line, wild-type; grey line, null). Results in (**a**–**d**) are from three animals per genotype and per age group, and values are representative of 25 sections spanning the entire pancreas of each animal. Results in (**e**–**g**) are from the indicated number of animals (*n*) per genotype. Values are mean ± SEM. *p < 0.05, **p < 0.01 and ***p < 0.001, *Aldh1b1* ^tm1lacZ^ null vs wild-type. Scale bar, 1.5 mm

These findings showed that defects and heterogeneity in islet patterning persisted into adulthood and to determine their extent we compared the transcriptome of *Aldh1b1*^tm1lacZ^ null and control islets isolated at week 8. 

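Islets of 8-week-old mice were sequenced from 3 null and 3 wild-type animals, 1 animal per library. Reads assigned to genes came to 21665200, 29248285 and 27233299 in wild-type replicates 1, 2 and 3, and to 26744706, 22573618 and 25689332 in null animals MUT218, MUT219 and MUT229. The values, their unit and the test were those used at P1, fitted to the 6 week 8 libraries alone, with 18126 genes tested. On week 8 libraries simulated in the same way, without shifts shared by many genes, limma recovered 93.9% of genes changed 4-fold, 43.3% of those changed 2-fold and 14.9% of those changed 1.6-fold. Acinar markers, transcripts of the exocrine pancreas, took 50.2% ± 3.04 (SD, n = 3) of the reads in wild-type and 16.5% ± 6.04 in null islets, and beta cell identity genes took 3.75% ± 1.44 and 13.0% ± 0.930. Alpha cell markers took 1.1% ± 0.413 and 1.45% ± 0.444. Age cannot be separated from the change from pools of 3 animals at P1 to single animals at week 8. Nor can it be separated from the library numbers, which form a separate series at each age.

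**Figure D1:**
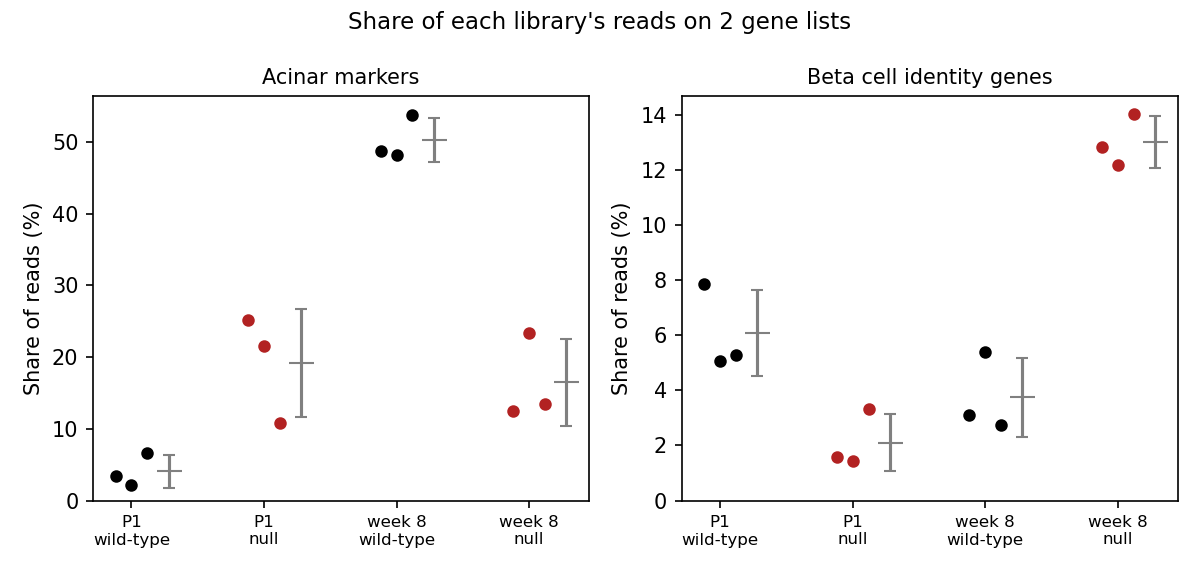
Share of each library's reads, in percent, on 30 acinar markers (left) and 22 beta cell identity genes (right), for the 4 groups of islets. Each point is 1 library (black, wild-type; red, null), and the grey bar gives the mean ± SD of 3 libraries. The acinar share is higher in null than in wild-type libraries at P1 and lower at week 8, and the beta cell share runs the other way.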

The number of misregulated genes had now expanded more than sixfold (Fig. 2b, c) and gene ontology analyses suggested that key components of beta cell function were affected (see below). 

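At week 8, null islets differed from wild-type islets in genes of several cell types. *Pde10a*, a phosphodiesterase of cyclic nucleotides, was among the genes that rose most, with a log2 fold change of 1.55 ± 0.19 (SE), as were *Gabbr2*, a subunit of the GABA-B receptor (1.54 ± 0.29), and *Syt4*, a synaptotagmin of secretory vesicles (1.45 ± 0.22). *Vwf*, an endothelial gene, fell, with a log2 fold change of -5.03 ± 0.69, as did *Krt19*, a duct keratin (-3.15 ± 0.41), and *Ptf1a*, an acinar transcription factor (-3.39 ± 0.44). Of 18126 genes tested, 2234 were higher and 2860 were lower in null islets at an adjusted p under 0.05 from limma. At the thresholds of Fig. 2, 1297 were higher and 2626 were lower, 3923 in all against 116 at P1 (3809 and 822 with DESeq2). The P1 total was 571 without P1 wild-type replicate 1, 537 without P1 null replicate 3, 153 without P1 wild-type replicate 3, 12 without P1 wild-type replicate 2 and 0 without P1 null replicate 1 or 2. In the authors' deposited table, 3435 genes at week 8 and 496 at P1 pass the same thresholds. In 43.6% of the genes the values of the 3 null and the 3 wild-type libraries did not overlap, where chance gives 10% on average over splits. As at P1, genes that shift together can put a single split far from that average, and other splits were not computed. The count at a limma adjusted p under 0.05 was 2676 without week 8 wild-type replicate 3, 3168 without null animal MUT218 and 3126 without null animal MUT229. With the acinar share of reads as a covariate over all 12 libraries, a setting chosen after seeing the data, it was 255. This covariate is nearly confounded with the groups, so the lost calls cannot be put down to exocrine content.

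**Figure D2:**
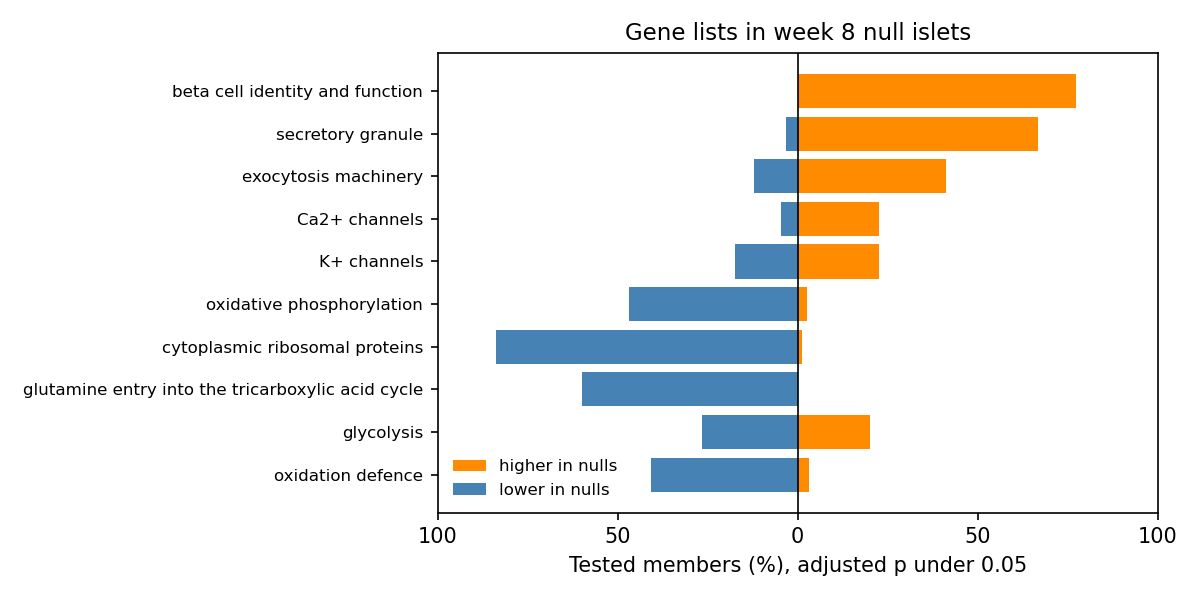
Tested members, in percent, of 10 gene lists that were higher (orange, to the right) or lower (blue, to the left) in week 8 null islets than in wild-type islets at an adjusted p under 0.05 from limma. All calls in the beta cell identity list are higher, and nearly all calls in the list of cytoplasmic ribosomal proteins are lower.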

Strikingly, expression of most transcription factors necessary to maintain islet functionality, with the notable exception of the downregulation of *Nfe2l2* (*Nrf2*), a gene protecting beta cells from oxidative stress [33], was upregulated, suggesting an effort towards functional compensation (Fig. 2d and ESM Table 1). 

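Beta cell transcription factors were more often higher than lower in week 8 null islets. Of 32 beta cell transcription factors, 16 rose and 4 fell (19 higher and 4 lower when adjusted over the list alone), with *Neurod1* (log2 fold change 1.1 ± 0.11, SE) and *Insm1* (1.19 ± 0.16), factors of endocrine differentiation, among the higher ones, and *Gata4* (-2.72 ± 0.28) and *Onecut1* (-2.56 ± 0.55), factors of pancreatic progenitors and duct cells, among the lower ones. The list as a whole was higher than the other genes (adjusted p = 0.0010 from camera in limma), but not with an estimated correlation (adjusted p = 0.36 with an estimated correlation). *Mafa* rose from 543 ± 162 normalized counts (SD, n = 3) in wild-type to 1579 ± 417 in null islets, *Nkx6-1* from 2771 ± 910.1 to 5585 ± 788 and *Pdx1* from 1107 ± 222 to 1907 ± 268, log2 fold changes of 1.54 ± 0.24, 1.05 ± 0.20 and 0.79 ± 0.16 (SE), with adjusted p = 0.0017, 0.0048 and 0.0057 from limma. *Nfe2l2* (ENSMUSG00000015839), the activator of antioxidant genes, fell from 1791 ± 473 to 1051 ± 81.3 counts (-0.73 ± 0.19, adjusted p = 0.017), and the adjusted p from limma was 0.055 without week 8 wild-type replicate 1, 0.081 without week 8 wild-type replicate 3 and 0.063 without week 8 null animal MUT218. Of the 14 factors drawn in Fig. 2d from these libraries, 9 were higher and 3 were lower. Of 22 genes of beta cell identity and function, 17 rose (20 when adjusted over the list alone) and the others did not pass the test, with 10 rising without week 8 wild-type replicate 3. All 30 acinar markers fell in the same null libraries, with a median log2 fold change of -2.46. A covariate for the acinar share of reads, chosen after seeing the data, is nearly confounded with the groups and cannot separate genotype from exocrine content. With it, 0 of the transcription factors and 0 of the identity genes passed the test in limma. From the higher expression of most of these factors, the paper proposes an effort towards functional compensation.

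**Figure D3:**
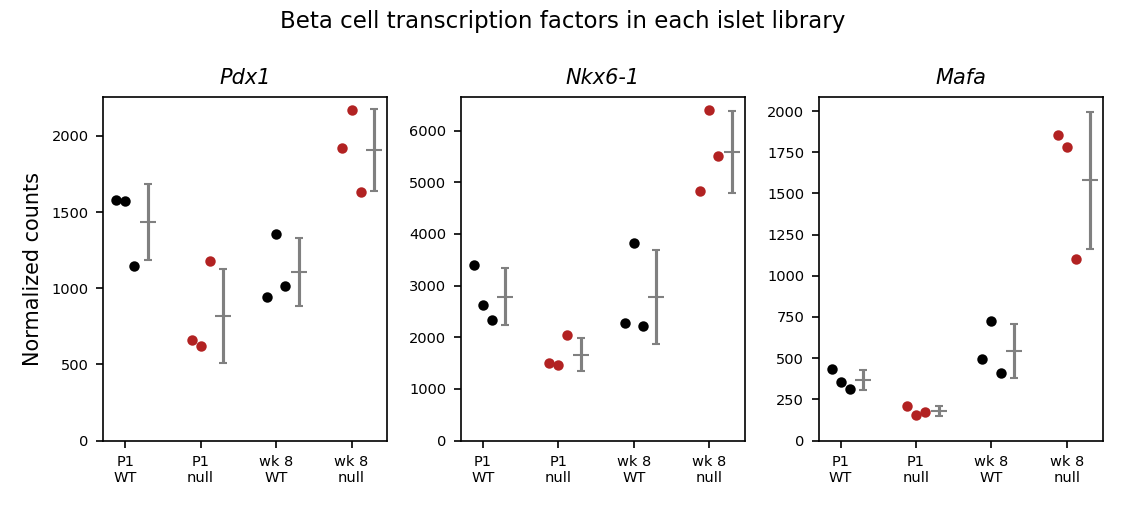
Normalized counts of *Pdx1*, *Nkx6-1* and *Mafa* in each islet library. Each point is 1 library (black, wild-type, WT; red, null), and the grey bar gives the mean ± SD of 3 libraries. At week 8 (wk 8) the points of *Mafa*, *Nkx6-1* and *Pdx1* in null islets lie above all wild-type points of that age.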

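Genes of S, G2 and M phase were more often higher than lower in week 8 null islets. Of 42 genes of S, G2 and M phase, 16 rose and 2 fell (17 higher and 2 lower when adjusted over the list alone). The list was higher as a whole (median log2 fold change 0.74, adjusted p = 3.0e-05 from camera in limma), a call that was lost (adjusted p = 0.38 with an estimated correlation). *Top2a*, a topoisomerase that untangles DNA before division, had 135 ± 15.2 normalized counts (SD, n = 3) in wild-type and 361 ± 20.4 in null islets, a log2 fold change of 1.41 ± 0.16 (SE, adjusted p = 5.1e-04 from limma). *Ect2* and *Racgap1*, which act in cytokinesis, rose by 1.36 ± 0.24 and 0.92 ± 0.16, and *Spc25*, a kinetochore gene, by 1.05 ± 0.19. The lower members were *Pcna* and *Rrm2*, which act in DNA synthesis, at -0.60 ± 0.18 and -0.71 ± 0.20, and both calls were lost without any 1 of wild-type replicates 1 and 3 and null animals MUT218, MUT219 and MUT229 (limma adjusted p between 0.052 and 0.13), as was that of *Rrm2* with all 12 libraries in 1 fit (adjusted p = 0.13). Of 19 cyclin-dependent kinase inhibitors and checkpoint genes, 5 rose and 3 fell (9 higher and 3 lower when adjusted over the list alone). The number of S, G2 and M phase genes passing the test was 5 without week 8 wild-type replicate 3, 9 without null animal MUT218, 10 without null animal MUT219, 5 without null animal MUT229 and 4 among genes with a mean CPM of at least 10. All 24 markers of mesenchyme and stellate cells tested fell in the same libraries, with a median log2 fold change of -1.87.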

Consistent with the increased mitosis rates, expression of several cell cycle and mitosis-associated genes was altered in the *Aldh1b1*^tm1lacZ^ null islets (ESM Fig. 5a and ESM Table 2). Continued mitosis in the islets resulted in a 3.6-fold expansion of the beta cell mass and a twofold increase in the median islet size in *Aldh1b1*^tm1lacZ^ nulls by week 20 (Fig. 4a–d, ESM Fig. 2e and ESM Fig. 3a).

These findings showed that early defects persisted and expanded in the islets of *Aldh1b1*^tm1lacZ^ null mice, suggesting impaired functionality.

### Null mice are glucose intolerant and develop age-dependent hyperglycaemia

To establish whether these molecular defects compromised glucose homeostasis we first determined blood glucose levels following overnight fasting of 6- to 52-week-old mice. From 12 weeks onwards *Aldh1b1*^tm1lacZ^ null mice developed hyperglycaemia, which accelerated with age (Fig. 4e) [34]. IPGTTs showed that the onset of hyperglycaemia was preceded by reduced glucose tolerance and significant delay in acute insulin secretion in young adult *Aldh1b1*^tm1lacZ^ null mice. The first-phase response in the *Aldh1b1*^tm1lacZ^ null mice took nearly three times as long to peak without reaching control levels and a second-phase response was absent (Fig. 4f, g). Reduced glucose tolerance was further exacerbated at week 20 and acute insulin secretion was equally weak at week 20 (ESM Fig. 3b, c).

Hormone levels were not reduced at week 8 or week 20 in *Aldh1b1*^tm1lacZ^ null pancreases and pancreas weight was similar to that in wild-type controls (see above and data not shown). In fact, there was a transient increase in insulin and proinsulin content as well as a 2.6-fold increase in glucagon content in the null pancreases at week 8 (ESM Fig. 3j). The insulin-to-proinsulin ratio remained remarkably similar between *Aldh1b1*^tm1lacZ^ null and controls until week 20 (ESM Fig. 3g–i). Total pancreas hormone levels returned to normal at week 20 and this, coupled with the 3.6-fold expansion in beta cell mass at that stage (ESM Figs 3g, h, j and Fig. 4d), implied lower insulin concentration in cells.

ALDH1B1 is not expressed in the fat or skeletal muscle of adult mice, as demonstrated by the lack of detectable β-galactosidase activity in *Aldh1b1*^tm1lacZ^ heterozygotes (data not shown). To exclude the possibility that the defects in glucose homeostasis observed in *Aldh1b1*^tm1lacZ^ null mice are due to secondary defects arising from the liver or other peripheral tissues, we conducted a series of experiments that included IPITTs (ESM Fig. 3d), measurement of glucagon levels in the blood (ESM Fig. 3l), IPPTTs and measurement of glucose-6-phosphatase gene transcript levels as indicators of gluconeogenesis (ESM Fig. 3m, n), and measurement of hepatic glycogen stores (ESM Fig. 3m). In all assays, *Aldh1b1*^tm1lacZ^ null mice behaved similarly to wild-type controls.

Taken together, these findings suggested that the *Aldh1b1*^tm1lacZ^ null mice are glucose intolerant due to islet defects in glucose-stimulated insulin secretion (GSIS).

### *Aldh1b1*^tm1lacZ^ null islets are defective in GSIS

*Aldh1b1*^tm1lacZ^ null mice are born with islet molecular defects that are expanded in early adulthood. The high insulin content in the pancreases of adult *Aldh1b1*^tm1lacZ^ null mice at week 8 (ESM Fig. 3g) partially compensated for functional defects and delayed the onset of hyperglycaemia, which became evident from week 12 and worsened progressively with age (Fig. 4e). Therefore, we focused subsequent functional analyses of the islets at week 20. Serum insulin levels were similar in *Aldh1b1*^tm1lacZ^ null and control mice, following a 4 h fasting period (ESM Fig. 3k) but following a glucose challenge the defects in acute insulin secretion of *Aldh1b1*^tm1lacZ^ null mice were similar to those detected at week 6 (Fig. 4g and ESM Fig. 3c). We then directly assayed the GSIS capacity of islets isolated from *Aldh1b1*^tm1lacZ^ null mice at week 20. Insulin medium concentration in the basal condition was 79.2 ± 8.6 pmol/l in wild-type islets and 87.8 ± 6.9 pmol/l in *Aldh1b1*^tm1lacZ^ null islets. *Aldh1b1*^tm1lacZ^ null islets responded very weakly to glucose (Fig. 5a), with insulin concentration reaching 118.8 ± 5.2 pmol/l whereas in wild-type islets it reached 1.72 ± 0.22 nmol/l.

**Fig. 5:**
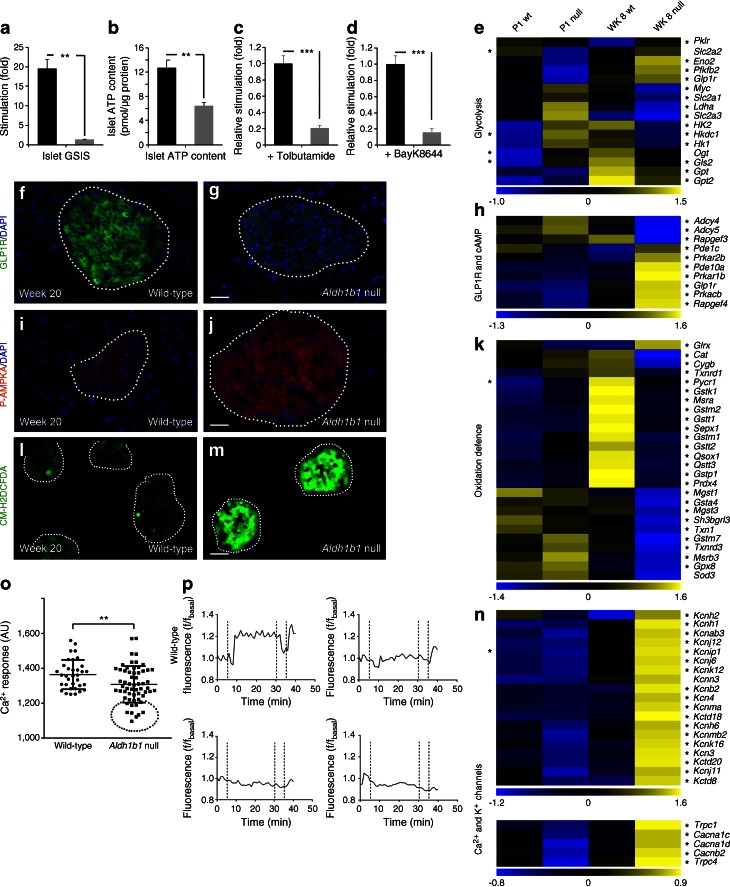
Glucose sensing and stimulus-coupling secretion are impaired in *Aldh1b1* ^tm1lacZ^ null mice. (**a**, **b**) GSIS (**a**) and total ATP content (**b**) is reduced by 13-fold and twofold, respectively, in islets isolated from *Aldh1b1* ^tm1lacZ^ null mice compared with those isolated from wild-type mice (*n* = 3) (black bars, wild-type; grey bars, null). (**c**, **d**) Stimulation of insulin release in isolated islets with tolbutamide (**c**) or BayK8644 (**d**) is reduced by fivefold in the *Aldh1b1* ^tm1lacZ^ nulls compared with those isolated from wild-type mice (*n* = 3) (black bars, wild-type; grey bars, null). (**e**–**n**) Immunofluorescence and gene expression analyses showed that *Aldh1b1* ^tm1lacZ^ null islets have dramatically reduced GLP1R expression (**f**, **g**), are energy depleted (**i**, **j**) and contain high levels of ROS (**l**, **m**). *z* score heat maps showed misregulated expression of several genes involved in glycolysis (**e**), GLP1R-mediated cAMP production (**h**) and oxidation defence (**k**), as well as Ca^2+^ and K^+^ channel genes (**n**) in the *Aldh1b1* ^tm1lacZ^ null islets. (**o**, **p**) Increase in intracellular Ca^2+^ concentration, calculated as area under the curve in arbitrary units (AU), following glucose stimulation, is reduced in *Aldh1b1* ^tm1lacZ^ null islets (**o**). A subset of *Aldh1b1* ^tm1lacZ^ null islets (circled in **o**) shows weak or absent intracellular Ca^2+^ mobilisation when compared with a typical wild-type response (wild-type response is shown in the upper left panel of **p**, the others represent affected islets). Horizontal lines in (**o**) represent the mean and SD; dotted lines in (**p**) represent injection time points of stimulation medium (5 min 20 s), baseline (35 min 20 s) and KCl (40 min 20 s). Results are from three to five animals per genotype. At least 25 islets per animal were scored or assayed. Values are means ± SEM. **p < 0.01 and ***p < 0.001 for indicated comparisons. Heat maps (**e**, **h**, **k**, **n**), *p_adj_ ≤ 0.05: at the left side of the heat map * refers to comparisons at P1 whereas at the right side it refers to comparisons at WK 8. Scale bars, 25 μm (**g**, **j**) and 80 μm (**m**). WK, week; WT, wild-type

These findings showed that *Aldh1b1*^*tm1lacz*^ null islets had severe defects in glucose sensing, stimulus-coupled insulin secretion or both.

### Glucose sensing is impaired in the *Aldh1b1*^tm1lacZ^ null islets

We then investigated glucose uptake, glycolytic flux and ATP generation in the *Aldh1b1*^tm1lacZ^ null mutants. Immunostaining for *Glut2* (*Slc2a2*) did not reveal changes in expression at either week 6 or week 20 (ESM Fig. 4 i, j). However, GLP1R immunostaining was severely decreased in all *Aldh1b1*^tm1lacZ^ islets, indicating the loss of its potentiating effect in glucose uptake (Fig. 5f, g). 

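*Myc* (ENSMUSG00000022346) had 2008 ± 517 normalized counts (SD, n = 3) in week 8 wild-type islets and 510.3 ± 110.4 in null islets, a log2 fold change of -1.96 ± 0.21 (SE, adjusted p = 4.8e-04 from limma). Glycolytic genes moved both ways. *Hk2* and *Hkdc1*, hexokinases that are scarce in beta cells, had log2 fold changes of -2.92 ± 0.23 and -2.21 ± 0.36, and *Ldha*, which makes lactate, had a log2 fold change of -1.88 ± 0.21, whereas *Pfkfb2*, which makes the activator of phosphofructokinase, and the enolase *Eno2* rose by 0.86 ± 0.11 and 0.72 ± 0.15. *Slc2a2*, the glucose transporter GLUT2, rose by 1.04 ± 0.25 (limma adjusted p = 0.013, and 0.062 without week 8 wild-type replicate 3). Of 30 genes of glycolysis, 6 rose and 8 fell (6 higher and 8 lower when adjusted over the list alone), a mixed change (adjusted p = 5.0e-04 from fry in limma for change in either direction). The number passing the test was 9 without week 8 wild-type replicate 1, 6 without wild-type replicate 3 and 9 without null animal MUT229. Of 10 genes that bring glutamine into the tricarboxylic acid cycle, 6 fell (6 when adjusted over the list alone) and the others did not pass the test. Among them were the glutamine carrier *Slc1a5* (-2.30 ± 0.17), the glutaminase *Gls2* (-2.04 ± 0.24) and the alanine transaminase *Gpt* (-1.62 ± 0.20). The call of this list as a whole (adjusted p = 6.1e-04 from camera in limma) was lost (adjusted p = 0.36 with an estimated correlation). Of 11 markers of duct cells, 8 fell and 1 rose in the same libraries.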

RNA Seq data showed that expression of *c-myc*, a central regulator of glycolytic gene expression [35], was strongly repressed and expressions of several genes involved in the glycolytic pathway and genes encoding enzymes diverting glutamine in the tricarboxylic acid cycle were deregulated (Fig. 5e and ESM Table 1). In mammals, low energy levels are reflected by increased AMP:ATP or ADP:ATP ratios and this leads to the activation of AMP-activated protein kinase (AMPK) by phosphorylation [36]. Levels of P-AMPKA in the *Aldh1b1*^tm1lacZ^ null islets were substantially higher than in controls suggesting that null beta cells were energy depleted (Fig. 5i, j). ATP levels, determined by chemiluminescence, were indeed reduced by nearly twofold in isolated *Aldh1b1*^tm1lacZ^ null islets (Fig. 5b). Additionally, a very large number of ribosomal protein genes were downregulated (ESM Fig. 5e and ESM Table 2). This also explains the weak expression of PDX1 and NKX6.1 at the protein level (Fig. 3a–c) despite the upregulation of the corresponding genes (Fig. 2d and ESM Table 1).

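Cytoplasmic ribosomal protein genes were lower in normalized counts almost throughout in week 8 null islets. *Rps19*, a protein of the small subunit, had 2932 ± 121 normalized counts (SD, n = 3) in wild-type and 1282 ± 144 in null islets, and *Rps2*, of the same subunit, had 4218 ± 445 and 1871 ± 141. Their log2 fold changes were -1.20 ± 0.12 and -1.17 ± 0.12 (SE), with adjusted p = 3.7e-04 and 3.9e-04 from limma. Of 81 cytoplasmic ribosomal protein genes, 68 fell and 1, *Rpl24*, rose (70 lower and 1 higher when adjusted over the list alone), with a median log2 fold change of -0.98 and 79 of 81 below 0. *Rpl24* had 0.45 ± 0.13, and its limma adjusted p was 0.054 without week 8 wild-type replicate 2, 0.11 without week 8 wild-type replicate 3, 0.12 without week 8 null animal MUT218 and 0.064 without week 8 null animal MUT219, 0.063 with an offset for gene length and 0.082 with all 12 libraries in 1 fit. The list stood below the other genes (adjusted p = 5.0e-28 from camera in limma), a call that was lost (adjusted p = 0.36 with an estimated correlation). Of 76 mitochondrial ribosomal protein genes, 1 rose and 12 fell (1 higher and 7 lower when adjusted over the list alone). With the acinar share of reads as a covariate, chosen after seeing the data, limma called 1 of the cytoplasmic list, with adjusted p = 0.30 for *Rps19* and 0.19 for *Rps2*. That share is nearly confounded with the groups, so this fit cannot separate genotype from exocrine content. Ribosomal protein genes have many processed pseudogenes, with which they can share reads. In the same libraries 12 of 18 endothelial markers fell (15 when adjusted over the list alone), with a median log2 fold change of -0.94 in normalized counts. As a share of all reads these markers took 0.0647% in wild-type and 0.0636% in null islets. Size factors were 0.767 ± 0.116 (SD, n = 3) in wild-type and 1.31 ± 0.228 in null libraries, at mean totals of 26049000 and 25003000 reads. Ratios of null to wild-type islets are thus lower in normalized counts than as shares of reads, for ribosomal protein genes too. The share of reads of the ribosomal list was not computed.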

Beta cells are vulnerable to sustained oxidative stress due to the low expression of antioxidant enzymes [37]. 

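Genes that defend against oxidation went both ways between P1 and week 8 in wild-type islets. Of 65 genes of defence against oxidation, 16 rose and 6 fell with age in wild-type islets (17 higher and 6 lower when adjusted over the list alone), and 43 did not pass the test. More members lay below 0 than above it (39 and 26), with a median log2 fold change of -0.07 and a mean, of the other sign, of 0.17, and the list did not pass the test against the other genes (adjusted p = 0.44 from camera in limma, adjusted p = 0.94 with an estimated correlation). *Sepx1*, a methionine sulfoxide reductase, rose from 292 ± 94.9 to 1601 ± 247 normalized counts (SD, n = 3), a log2 fold change of 2.49 ± 0.26 (SE, adjusted p = 8.4e-06 from limma). The glutathione transferases *Gstk1*, *Gstm2* and *Gstp1* rose by 2.23 ± 0.24, 2.27 ± 0.27 and 1.82 ± 0.22. The peroxiredoxin *Prdx2* and the peroxidase *Gpx7* fell, with log2 fold changes of -1.24 ± 0.18 and -2.38 ± 0.38. The test came from a single limma fit of all 12 libraries with a mean for each group. In the same comparison 28 of 30 acinar markers rose and 1 fell.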

Control mice maintained or induced expression of several genes involved in protection from and repair of oxidative damage in the transition from P1 to the adult stage. This induction did not take place in the *Aldh1b1*^tm1lacZ^ null islets (Fig. 5k and ESM Table 1), consistent with the repression of *Nfe2l2* (Fig. 2d) [33]. 

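In null islets more genes of defence against oxidation fell than rose between P1 and week 8. *Mgst1*, a microsomal glutathione transferase, fell from 529.7 ± 57.2 normalized counts (SD, n = 3) at P1 to 53.0 ± 18.3 at week 8, a log2 fold change of -3.35 ± 0.30 (SE), and *Gpx8* and *Gsta3* had -3.15 ± 0.26 and -3.13 ± 0.30. *Gstz1* and the metallothionein *Mt1* rose, by 0.91 ± 0.15 and 1.39 ± 0.31. Of the 65 listed, 8 rose and 22 fell with age in null islets (8 higher and 22 lower when adjusted over the list alone). The difference between both age effects was tested as an interaction in limma, in which the age effect of 3 genes was higher and that of 21 was lower in nulls than in wild-types (4 higher and 27 lower when adjusted over the list alone). Among the lower ones were *Gstk1* (-2.23 ± 0.34, limma adjusted p = 5.5e-04), *Gstp1* (-2.15 ± 0.31, adjusted p = 4.5e-04) and the catalase *Cat* (-2.02 ± 0.32, adjusted p = 7.1e-04), and the glutaredoxin *Glrx* was among the higher ones (1.24 ± 0.28). At week 8 alone, 2 rose and 26 fell in null against wild-type islets. *Nfe2l2* had an interaction of -0.77 ± 0.26 (limma adjusted p = 0.0491), which was not past 0.05 with size factors recomputed by RLE, upper quartile or TMM (adjusted p from 0.051 to 0.054), nor without any 1 of 10 of the 12 libraries (adjusted p from 0.061 to 0.13). Acinar markers rose in 5 and fell in 5 of 30 cases with age in null islets. With the acinar share of reads as a covariate, chosen after seeing the data, 0 members had an interaction in limma. Without it, 3 were higher and 21 lower, and 33 had an unadjusted p under 0.05. The covariate is nearly confounded with the groups, so the lost calls cannot be put down to exocrine content.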

Staining of islets isolated at week 20 with the live ROS indicator CM-H2DCFDA indicated a much higher ROS content in the null islets (Fig. 5l, m). Additionally, immunofluorescence for 4-hydroxynonenal, an indicator of excessive oxidation of unsaturated fatty acids, showed that *Aldh1b1*^tm1lacZ^ null islets were more strongly stained (ESM Fig. 4k, l). Thus, these findings suggested that *Aldh1b1*^tm1lacZ^ null islets are subject to oxidative stress.

Taken together these data showed that *Aldh1b1*^tm1lacZ^ null islets are energy depleted and exposed to high oxidative load.

### Stimulus-coupling secretion is impaired in the *Aldh1b1*^tm1lacZ^ null islets

We then investigated the expression and function of the constituent components of stimulus-coupling secretion machinery. 

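In week 8 null islets, *Slc12a7*, a potassium-chloride cotransporter, *Slc8a1*, a sodium-calcium exchanger, and *Atp2a2*, the calcium pump of the endoplasmic reticulum, rose by 0.82 ± 0.12, 0.99 ± 0.16 and 0.83 ± 0.14 (SE) on the log2 scale. *Atp2c2*, a calcium pump of the secretory pathway, fell, with a log2 fold change of -2.38 ± 0.45 (adjusted p = 0.0043 from limma). *Slc12a2*, a sodium-potassium-chloride cotransporter, fell from 1238 ± 381 normalized counts (SD, n = 3) in wild-type to 571 ± 59.1 in null islets (-1.07 ± 0.21). With all 12 libraries in 1 fit the adjusted p from limma of *Slc8a1* was 0.24. Of 28 K+ and Ca2+ transporter genes, 9 rose and 5 fell (9 higher and 7 lower when adjusted over the list alone). Taken without regard to direction the list changed (adjusted p = 5.9e-04 from fry in limma), and the members that moved went both ways. The number passing the test was 8 without week 8 wild-type replicate 3, 9 without null animal MUT218, 9 without null animal MUT229, and 9 among genes with a mean CPM of at least 10. *Klk1*, a kallikrein of acinar cells, had a log2 fold change of -2.61 ± 0.29 in the same libraries.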

The RNA Seq data showed that expression of several K^+^ and Ca^2+^ transporters was misregulated in the *Aldh1b*^tm1lacZ^ islets (ESM Fig. 5b and ESM Table 2). Additionally, there was a strong upregulation of several K^+^ channel genes in *Aldh1b1*^tm1lacZ^ null islets, including *Kcnj11*, a type 2 diabetes risk factor [38] (Fig. 5n and ESM Table 1), and expression of adenylate cyclases *Adcy4* and *Adcy5* was repressed (Fig. 5h and ESM Table 1). 

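*Kcnj11* (ENSMUSG00000070561), the pore of the ATP-sensitive K+ channel, rose from 1177 ± 164 normalized counts (SD, n = 3) in week 8 wild-type to 2194 ± 446 in null islets, a log2 fold change of 0.89 ± 0.16 (SE, adjusted p = 0.0038 from limma). Among other K+ channel genes, the calcium-activated *Kcnma1* rose by 1.30 ± 0.13, the channel-interacting *Kcnip1* by 1.19 ± 0.15 and the tandem-pore-domain *Kcnk16* by 0.92 ± 0.12, whereas *Kcnq1*, *Kcnn4* and *Kcnk6* fell, with log2 fold changes of -2.16 ± 0.23, -2.19 ± 0.40 and -1.97 ± 0.33. Of 75 K+ channel genes, 17 rose and 13 fell (18 higher and 15 lower when adjusted over the list alone), and 45 did not pass the test. *Adcy5* (ENSMUSG00000022840), an adenylate cyclase, fell from 145 ± 11 to 73.4 ± 6.45 counts (-0.97 ± 0.20, limma adjusted p = 0.0061), and *Adcy4* (ENSMUSG00000022220) from 431 ± 241 to 156 ± 36.9 (-1.32 ± 0.37, adjusted p = 0.024). The limma adjusted p of *Adcy4* was 0.063 without week 8 wild-type replicate 1, 0.085 without week 8 wild-type replicate 3, 0.080 without week 8 null animal MUT218 and 0.070 without week 8 null animal MUT219, and with all 12 libraries in 1 fit it was 0.15 for *Kcnma1* and 0.21 for *Adcy9*. Of 38 genes of GLP1R and cAMP signalling, 16 rose and 5 fell (16 higher and 5 lower when adjusted over the list alone), with another cyclase, *Adcy9*, among the higher ones (0.89 ± 0.14). The number of K+ channel genes passing the test was 17 without week 8 wild-type replicate 3, 19 without null animal MUT219, and 13 among genes with a mean CPM of at least 10. *Amy1*, an amylase of acinar cells, had a log2 fold change of -2.47 ± 0.28 in the same libraries.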

To determine whether defects from membrane depolarisation and downstream of it contributed to the phenotype, we first stimulated insulin secretion in isolated islets with 100 μmol/l tolbutamide, a K^+^ channel antagonist, in the presence of basal levels of glucose. Following stimulation, the insulin concentration went from 79.2 ± 8.6 pmol/l to 13.9 ± 0.15 nmol/l in the wild-type islet medium and reached just 3.27 ± 0.15 nmol/l in the *Aldh1b1*^tm1lacZ^ null islet medium, suggesting that the efficiency of events starting with K^+^-mediated membrane depolarisation and leading to insulin secretion was compromised (Fig. 5c).

The L-type voltage-gated Ca^2+^ channel genes *Cacna1c* and *Cacna1d* are essential for rodent pancreatic beta cell function [39, 40] and polymorphisms in *Cacna1d* have been associated with type 2 diabetes [41]. RNA Seq data showed that Ca^2+^ channel genes, including *Cacna1c* and *Cacna1d*, were upregulated in the adult *Aldh1b1*^tm1lacZ^ islets (Fig. 5n and ESM Table 1). 

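*Cacna1c* (ENSMUSG00000051331) rose from 496 ± 63.0 normalized counts (SD, n = 3) in week 8 wild-type islets to 953 ± 78.0 in null islets, and *Cacna1d* (ENSMUSG00000015968) from 1270.1 ± 123 to 2159 ± 156. Their log2 fold changes were 0.95 ± 0.14 and 0.77 ± 0.12 (SE), with adjusted p = 0.0012 and 0.0016 from limma. *Cacnb2*, an auxiliary beta subunit, and *Cacna2d1*, an alpha2delta subunit, rose by 0.90 ± 0.12 and 0.64 ± 0.13. *Cacng7*, of the gamma subunit family, fell (-1.24 ± 0.32), with a limma adjusted p of 0.063 without week 8 wild-type replicate 1, 0.071 without week 8 wild-type replicate 3, 0.059 without week 8 null animal MUT218 and 0.068 without week 8 null animal MUT229. Of 22 Ca2+ channel genes, 5 rose and 1 fell (5 higher and 1 lower when adjusted over the list alone). The list lay above the other genes (median log2 fold change 0.28, adjusted p = 0.031 from camera in limma), a call that was lost (adjusted p = 0.38 with an estimated correlation). The limma adjusted p of *Cacna1d* was 0.058 when all 12 libraries were in 1 fit. *Spink3*, an acinar trypsin inhibitor, had a log2 fold change of -2.31 ± 0.25 in the same libraries.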

We isolated potential K^+^ channel defects by directly stimulating Ca^2+^ influx in isolated islets with 2 μmol/l of the specific L-type voltage-sensitive Ca^2+^ channel agonist BayK8644 in the presence of basal levels of glucose. Following stimulation of wild-type islets, insulin concentration in the medium reached 0.58 ± 0.04 nmol/l but remained virtually unchanged in the *Aldh1b1*^tm1lacZ^ null islets, suggesting that increased expression of voltage-gated Ca^2+^ channels was not reflected at the protein level and/or that formation of SGs and exocytosis were affected (Fig. 5d). We then followed, by fluorescence, changes in the intracellular Ca^2+^ concentration in response to glucose stimulation in isolated islets. The average response was reduced in the week 20 *Aldh1b1*^tm1lacZ^ null islets (six mice, *n* = 59) compared with the wild-type controls (four mice, *n* = 34) and this was attributed to a group of islets (14 out of 59) with very low or negligible response (Fig. 5o, p). This is consistent with the islet heterogeneity in the nulls demonstrated by variable levels of NKX6.1, PDX1 and C-PEP immunostaining (ESM Fig. 4 e–h). Thus, reduced Ca^2+^ mobilisation contributes to, but is not solely responsible for, the observed phenotype.

Regulated insulin exocytosis is the final step of the stimulus-coupled insulin secretion. Underdeveloped or defective insulin SGs lead to compromised insulin secretion and glucose intolerance [42]. 

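Of 30 secretory granule genes, 26 had a log2 fold change below 0 at P1 and 28 had one above 0 at week 8 in null against wild-type islets. At week 8, 20 rose and 1, *Qsox1*, a sulfhydryl oxidase, fell (24 higher and 1 lower when adjusted over the list alone), with a median log2 fold change of 0.70. At P1 limma called 0 of the 30 (1 higher and 19 lower when adjusted over the list alone), 23 had an unadjusted p under 0.05, the median was -0.65, and DESeq2 called 12 lower and edgeR 0. *Pcsk1*, the convertase that processes proinsulin, which like *Slc30a8* and *Rab27a* was named for its week 8 change, had 3373 ± 1097 normalized counts (SD, n = 3) in P1 wild-type and 1623 ± 487 in P1 null islets, and 2686 ± 689 and 5645 ± 160.3 at week 8, log2 fold changes of -1.04 ± 0.28 (SE, adjusted p = 0.16 from limma) and 1.1 ± 0.16 (adjusted p = 0.0014). *Slc30a8*, the zinc transporter of the granule, had -0.61 ± 0.24 (limma adjusted p = 0.29) and 0.94 ± 0.17 (adjusted p = 0.0031), and *Rab27a*, which tethers granules, had -0.79 ± 0.23 and 0.74 ± 0.12. As a whole the list lay below the other genes at P1 (adjusted p = 2.7e-12 from camera in limma) and above them at week 8 (adjusted p = 1.5e-08), calls lost with an estimated correlation (adjusted p = 0.39 and 0.38 with an estimated correlation). The interaction of genotype and age passed the test in 23 members. At P1 the test called 4 secretory granule genes without wild-type replicate 1 and 5 without null replicate 3, and at week 8 10 passed without wild-type replicate 3 and 12 without null animal MUT229. The acinar markers moved against this list, with a median log2 fold change of 2.66 at P1.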

RNA Seq data showed an extensive deregulation of genes associated with cytoplasmic vesicle and SG biogenesis, already apparent at P1 and exacerbated at week 8. A large number of genes associated with SG docking, regulated exocytosis and GTPase regulation were misregulated at week 8 (Fig. 6e and ESM Fig. 5c, d, ESM Tables 1 and 2). Accordingly, we examined the numbers and morphology of insulin SGs in beta cells of *Aldh1b1*^tm1lacZ^ null and control mice at week 8 using transmission electron microscopy. 

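Genes of exocytosis in week 8 null islets were more often higher than lower. *Snap25*, a SNARE of the plasma membrane, and *Syt7*, a calcium sensor of exocytosis, rose by 0.86 ± 0.13 and 0.85 ± 0.13 (SE) on the log2 scale, and *Pclo*, a scaffold of release sites, by 0.92 ± 0.12 (adjusted p = 0.24 when limma fitted all 12 libraries together). *Rab27b* and *Rab26*, which also act in secretory granules of acinar cells, and the endosomal SNARE *Vamp8* fell, with log2 fold changes of -2.17 ± 0.31, -2.08 ± 0.29 and -0.58 ± 0.12. Of 75 genes of the exocytosis machinery, 31 rose and 9 fell (39 higher and 11 lower when adjusted over the list alone), and the list as a whole was higher (adjusted p = 4.4e-05 from camera in limma), a call that was lost (adjusted p = 0.36 with an estimated correlation). GTPase regulators moved both ways. *Rapgef4*, the cAMP-activated exchange factor EPAC2, rose from 1067 ± 217 normalized counts (SD, n = 3) in wild-type to 1894 ± 125 in null islets (0.84 ± 0.15, adjusted p = 0.0029 from limma), and *Rgs17* rose by 1.21 ± 0.24, while *Arhgef26* and *Arhgap28* had -2.55 ± 0.29 and -2.33 ± 0.36. Of 154 GTPase regulators, 25 rose and 30 fell (29 higher and 32 lower when adjusted over the list alone), with a count of 29 without week 8 wild-type replicate 3, 30 without null animal MUT218 and 35 without null animal MUT229. *Bhlha15*, a transcription factor of secretory acinar cells, had a log2 fold change of -1.33 ± 0.13 in the same libraries.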

Electron-dense dark SGs were scored as mature (type 1) and light-grey SGs as immature (type 2) [43] (Fig. 6a, b). Affected *Aldh1b1*^tm1lacZ^ null beta cells contained a slightly higher total number of SGs but, importantly, the ratio of immature to mature SGs was increased by more than twofold (Fig. 6c, d). Since the insulin-to-proinsulin ratio was not affected in the nulls this was most likely due to changes in their constitution and biogenesis.

**Fig. 6:**
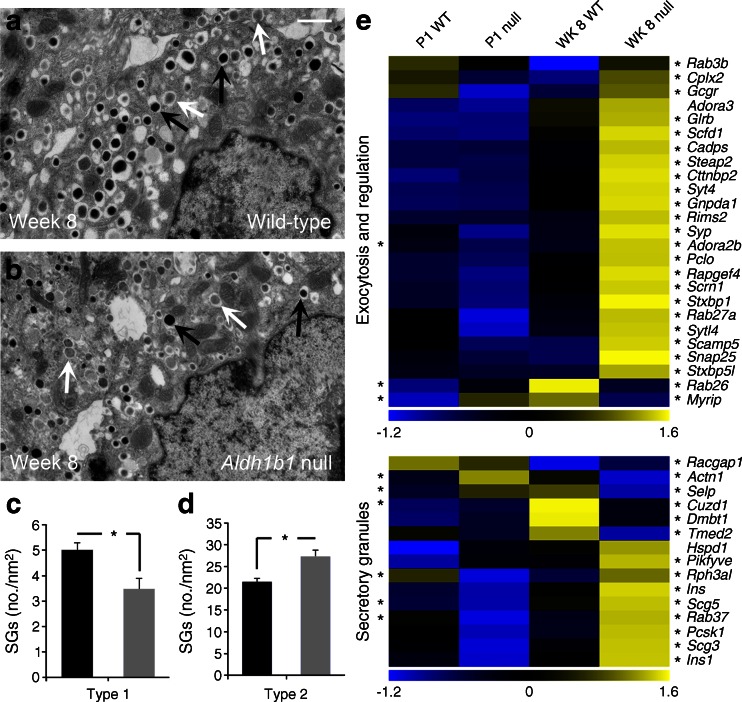
Immature secretory granules and misregulated exocytosis and SG genes in the *Aldh1b1* ^tm1lacZ^ null islets. (**a**–**d**) Transmission electron microscopy revealed that affected *Aldh1b1* ^tm1lacZ^ null beta cells have 30% (**c**) fewer type 1 SGs (mature granules shown by black arrows in **a**, **b**) and 22% (**d**) more type 2 SGs (immature granules shown by white arrows in **a**, **b**). Results are from three animals per genotype and islet cells were scored in double blind experiments for granule number and type (black bars, wild-type; grey bars, null). (**e**) *z* score heat maps showed misregulated expression of several genes involved in SG formation and exocytosis. Values are means ± SEM. *p < 0.01 for indicated comparison. Heat map, *p_adj_ ≤ 0.05: at the left side of the heat map * refers to comparisons at P1 whereas at the right side it refers to comparisons at WK 8. Scale bar, 1 μm. WK, week; WT, wild-type

Taken together, these data show that the functionality of the stimulus-coupling insulin secretion machinery of *Aldh1b1*^tm1lacZ^ null beta cells is impaired at multiple levels.

### Deterioration of glucose homeostasis with age

To understand the substantial hyperglycaemia that developed with age, we analysed mice at week 52. Glucose tolerance had further deteriorated and acute insulin secretion was weak and monophasic (ESM Fig. 6 a, b). Energy depletion and oxidative stress were again detected in *Aldh1b1*^tm1lacZ^ null islets but not in controls. Additionally, increased cell death was now detected in all null islets but not in controls (ESM Fig. 6 c–h). Also, proinsulin processing was now less efficient in the *Aldh1b1*^tm1lacZ^ nulls and pancreas glucagon levels were increased (ESM Fig. 3 i, j). As a result of chronic hyperglycaemia the nulls developed insulin resistance by week 52 (ESM Fig. 3f). Thus, a combination of persisting defects, detected earlier, as well as cell death, defective proinsulin processing and insulin resistance, cause the exacerbation of the phenotype in old age.

## Discussion

Beta cell dysfunction is a clinical hallmark of the progression to type 2 diabetes [1]. Studies in humans and rodents have associated nutrient depletion or environmental insults during fetal growth with increased susceptibility to adult onset of metabolic disease and beta cell dysfunction but little is known about the implicated molecular players [13–15]. The *Aldh1b1*^tm1lacZ^ null mice provide a model whereby early defects in fetal and neonatal stages manifest later in islet functional defects and deterioration of glucose homeostasis, capturing aspects of type 2 diabetes patients. Early defects in null young adult mice (weeks 6–8) are manifested both molecularly and functionally. Similar islet heterogeneity is encountered in all mice examined and therefore the phenotype among mice is relatively uniform. The presence of normal islets mitigates the phenotype.

Since *Aldh1b1* is expressed only in pancreatic progenitors and briefly in newly formed fetal beta cells, the origin of the documented islet defects is embryonic. The relatively mild phenotype could be due to the robust expression of other ALDH genes including mitochondrial ones in the developing pancreas (ESM Table 3). Islet heterogeneity may result because either compensating ALDH genes are not homogeneously expressed in the progenitors or shifting the differentiation window of endocrine cells at an earlier time deprives a subset of differentiating cells from essential signals.

Reduced expression of several transcription factors that play overlapping roles in establishing and maintaining beta cell functionality [5, 6, 8–12, 27, 44] was significant at P1 in the islets of *Aldh1b1*^tm1lacZ^ null mutants whereas misregulation of other beta cell functional components was manifested mostly later. Expression of these transcription factors was subsequently upregulated in the islets of *Aldh1b1*^tm1lacZ^ null adults suggesting an adaptive response. 

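The change of the genotype effect between P1 and week 8 was tested as an interaction over all 12 libraries in limma. The fit takes the spread of a gene as equal in P1 pools of 3 mice and in week 8 single mice. *Mafa* had an interaction of 2.58 ± 0.34 (SE, limma adjusted p = 2.6e-04) on the log2 scale, *Nkx6-1* of 1.79 ± 0.31 (adjusted p = 0.0013) and *Pdx1* of 1.65 ± 0.33 (adjusted p = 0.0031), each with nulls lower than wild-types at P1 and higher at week 8. Of the 14 factors of Fig. 2d, drawn from these libraries, 10 had a higher and 3 a lower effect at week 8 than at P1. In the list of 32 beta cell transcription factors, 15 were higher and 4 lower (18 higher and 5 lower when adjusted over the list alone). At P1 limma called 0 members of the lists of beta cell transcription factors, beta cell identity and function, secretory granule, K+ channels, Ca2+ channels, glycolysis and exocytosis machinery, where 18 of 32, 17 of 22, 23 of 30, 14 of 77, 2 of 22, 10 of 30 and 16 of 76 had an unadjusted p under 0.05. In the same order DESeq2 called 12, 11, 12, 3, 1, 6 and 7 at P1, and edgeR called 0 of each. Without P1 wild-type replicate 1 limma called 7, 7, 4, 2, 0, 3 and 2, and without P1 null replicate 3 2, 4, 5, 1, 0, 2 and 4. All 30 acinar markers had an interaction below 0, with a median of -4.95. From the lower expression of these factors at P1 and the later change of other beta cell components, the paper concludes that misregulation of the beta cell transcription factor network is the primary result of the loss of *Aldh1b1*.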

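With age these factors moved differently in the 2 genotypes. From P1 to week 8, *Mafa* had a log2 fold change of 3.11 ± 0.24 (SE, adjusted p = 2.6e-07 from limma) in null and 0.53 ± 0.24 (adjusted p = 0.10) in wild-type islets. *Pdx1* had 1.27 ± 0.23 (adjusted p = 4.4e-04) in null and -0.38 ± 0.23 (adjusted p = 0.24) in wild-type islets, and *Nkx6-1* had 1.75 ± 0.22 (adjusted p = 1.8e-05) and -0.04 ± 0.22 (adjusted p = 0.92, of the opposite sign without P1 wild-type replicate 1, week 8 wild-type replicate 1 or week 8 wild-type replicate 3, and in edgeR). Of 32 beta cell transcription factors, 15 rose and 10 fell with age in null islets (15 higher and 10 lower when adjusted over the list alone), and 1 rose and 12 fell in wild-type islets (2 higher and 12 lower when adjusted over the list alone). Acinar markers had a median log2 fold change with age of 0.48 in null and 5.48 in wild-type islets.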

The increase in beta cell mass is also such a response but does not address the functional defects arising from the misregulation of essential transcription factors. Thus, misregulation of the beta cell transcription factor network is the primary result of *Aldh1b1* functional inactivation and underlies the multiplicity of defects in the islets of *Aldh1b1*^tm1lacZ^ null mice.

Availability of low ROS concentrations appears to be critical for self-renewal of some tissue stem cells [45, 46]. ALDH1B1 activity may participate in ROS level regulation in the pancreatic progenitors and, therefore, the regulation of the timing of lineage commitment. Premature commitment may limit the exposure of progenitors to necessary patterning signals. Alternatively, ALDH1B1 may modulate metabolic processes in the mitochondrion and, therefore, affect the levels of key metabolites necessary for the enzymes employed in epigenetic regulation of gene expression [47]. It has indeed been hypothesised that nutrient availability during fetal growth may lead to epigenetic changes predisposing to diabetes later in life [48]. Metabolomics of pancreatic progenitors and analysis of epigenetic changes in newly formed beta cells may clarify the underlying molecular mechanism.

In summary, the findings suggest that deregulation οf the transcription factors that control beta cell specification, maturation and maintenance is the main early effect of *Aldh1b1* inactivation and this occurs at the level of progenitor/committed endocrine cells during development. This has implications for the conversion of pluripotent stem cells into functional mature beta cells and the restoration of dysfunctional beta cells in type 2 diabetes. In addition, the findings indicate that genetic predisposition to type 2 diabetes may arise from mutations in developmental genes, which may not necessarily result in an early postnatal phenotype but manifest later in life.

## Electronic supplementary material

ESM Methods

ESM Fig. 1

ESM Fig. 2

ESM Fig. 3

ESM Fig. 4

ESM Fig. 5

ESM Fig. 6

ESM Table 1

ESM Table 2

ESM Table 3

## Abbreviations

ALDH: Aldehyde dehydrogenase
AMPK: AMP-activated protein kinase
AMY: Amylase complex
C-PEP: C-peptide
DBA: Dolichos biflorus agglutinin
dpc: Days post coitum
GCG^+^: Glucagon-positive
GLP1R: Glucagon-like peptide-1 receptor
GSIS: Glucose-stimulated insulin secretion
IPGTT: Intraperitoneal glucose tolerance test
IPITT: Intraperitoneal insulin tolerance test
IPPTT: Intraperitoneal pyruvate tolerance test
NGN3: Neurogenin 3
NKX6.1: NK6 homeobox 1
P1: Postnatal day 1
PDX1: Pancreatic and duodenal homeobox 1
PH3: Phosphohistone-H3
ROS: Reactive oxygen species
SG: Secretory granule
SOM: Somatostatin

# Supplementary material for: Aldehyde dehydrogenase activity is necessary for beta cell development and functionality in mice
**Source:** Diabetologia. 2015 Oct 31;59(1):139–50. doi: 10.1007/s00125-015-3784-4
**Supplement:** Supplementary file 6

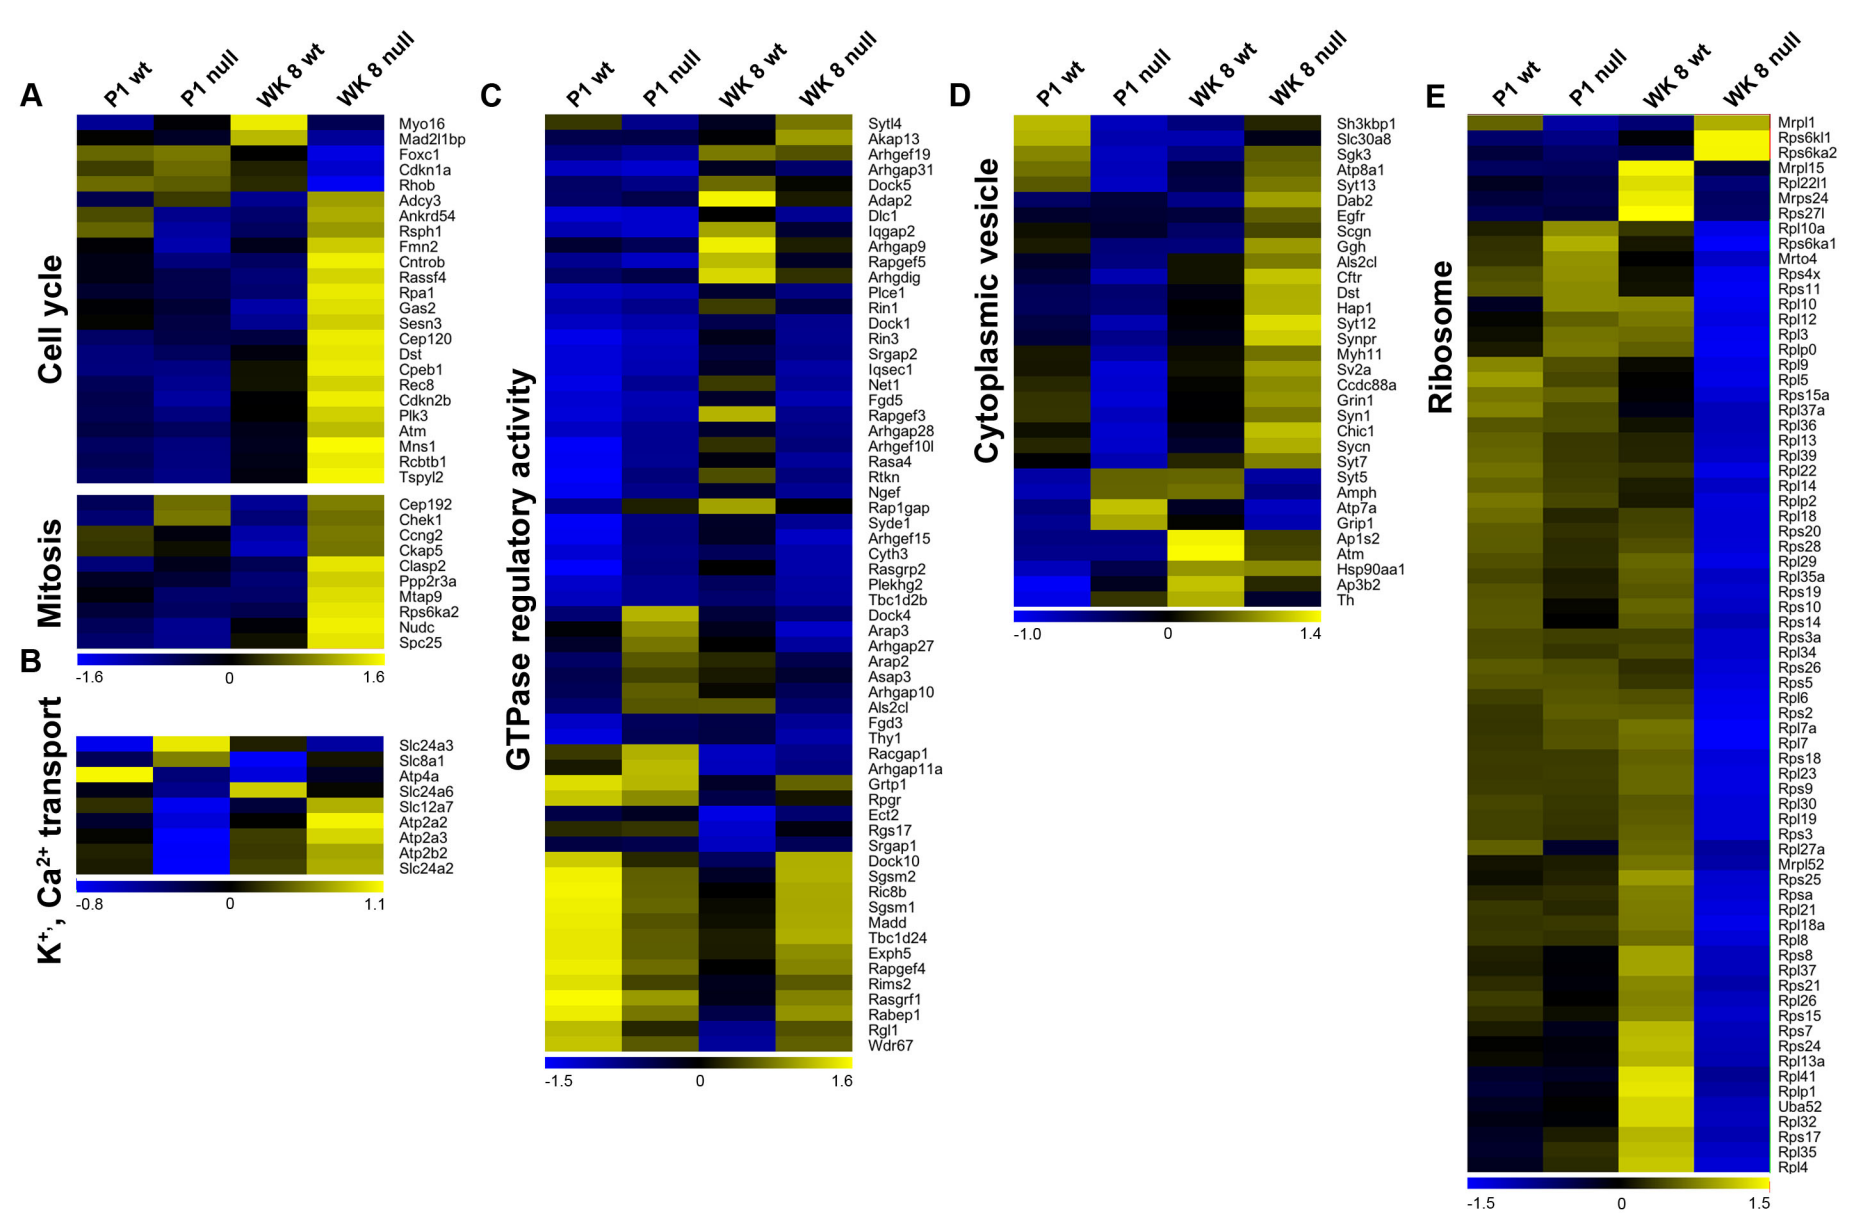

ESM Fig. 5. Heat maps of regulated genes involved in key processes of β -cell function and ontogeny

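Genes of cell division, K+ channels, Ca2+ channels, K+ and Ca2+ transporters, GTPase regulation, secretory granules and ribosomes were tested as lists for change in either direction in week 8 null islets with fry in limma, which takes the members of a list together and does not compare them with other genes. The limma adjusted p was 6.2e-04 for the 42 genes of S, G2 and M phase, 5.0e-04 for the 75 K+ channel genes, 6.2e-04 for the 22 Ca2+ channel genes, 5.9e-04 for the 28 K+ and Ca2+ transporter genes, 5.9e-04 for the 154 GTPase regulators, 0.0074 for the 30 secretory granule genes and 6.2e-04 for the 81 cytoplasmic ribosomal protein genes. When fry in limma tested for movement on balance one way, the adjusted p was 0.024 for S, G2 and M phase, 0.024 for secretory granules, 0.018 for K+ and Ca2+ transporters and 0.010 for ribosomal proteins, and the K+ channel genes (adjusted p = 0.47), Ca2+ channel genes (adjusted p = 0.059) and GTPase regulators (adjusted p = 0.53) did not pass. The transporter list was higher on balance in this test, with a median log2 fold change of 0.17 and a mean of -0.03, and median and mean also differed in sign for the K+ channels (0.03 and -0.12) and the GTPase regulators (0.08 and -0.12). In the same libraries 30 of 30 acinar, 24 of 24 mesenchyme and stellate, 12 of 18 endothelial, 8 of 11 duct (1 rose) and 9 of 19 macrophage markers fell in normalized counts. As shares of all reads, endothelial markers took 0.0647% in wild-type and 0.0636% in null islets, and macrophage markers 0.0448% and 0.0481%. The shares of duct markers (0.276% and 0.148%) and of mesenchyme and stellate markers (0.0975% and 0.0647%) were lower in nulls. Falls of endothelial and macrophage markers thus depend on the measure. The size of the fall of ribosomal protein genes depends on it too, as size factors differ between the genotypes.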

(A-E) Z-score heatmaps showed misregulated expression of several genes involved in cell cycle control and mitosis (A), K^+ and Ca^{2+} transport (B), GTPase regulatory activity (C) cytoplasmic vesicle formation (D) and ribosome biogenesis (E).

# Supplementary material for: Aldehyde dehydrogenase activity is necessary for beta cell development and functionality in mice
**Source:** Diabetologia. 2015 Oct 31;59(1):139–50. doi: 10.1007/s00125-015-3784-4
**Supplement:** Supplementary file 10

ESM Table 3 Expression levels by RNA Seq of *Aldh* genes during pancreas development

**GENE SYMBOL**	**13.5 dpc**	**14.5 dpc**	**15.5 dpc**
Aldh1l1	68	83	442
Aldh1a1	128	157	810
Aldh4a1	459	359	786
Aldh6a1	562	478	844
Aldh3a2	618	550	706
Aldh1a2	767	733	724
Aldh5a1	917	1025	1050
Aldh16a1	955	768	1230
Aldh9a1	1253	1257	2386
Aldh18a1	2123	2189	2968
Aldh2	2086	1911	2224
Aldh7a1	2402	2345	4099
Aldh1b1	5061	5153	8101

How the deposited data were processed for this re-analysis (not part of the article)

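Islets of *Aldh1b1* tm1lacZ null and wild-type mice were profiled by RNA sequencing at P1 (postnatal day 1) and at week 8, with 3 libraries in each of the 4 groups. A P1 library pools the islets of 3 mice and a week 8 library comes from 1 mouse. Groups and replicate numbers were taken from the sample labels, and the numbers of the week 8 null animals (MUT218, MUT219 and MUT229) are not shared with wild-type animals. Reads assigned to genes ranged from 17858553 to 18342428 (median 18223758) in P1 wild-type, 15212080 to 19496469 (median 17246804) in P1 null, 21665200 to 29248285 (median 27233299) in week 8 wild-type and 22573618 to 26744706 (median 25689332) in week 8 null libraries.

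The authors deposited a signal for each of 18351 genes and 12 libraries, namely normalized counts, which are reads per gene divided by a size factor for each library, with the mean of each group. They also deposited the fold of null over wild-type means at each age, a ratio of these means, and its log2 value. The p-values and adjusted p-values in the deposited table are the authors' own for null against wild-type islets at each age. The submitters' processing notes name DESeq 1.10.1, bedtools 2.11 and the genome build mm9, and the table's header names an Ensembl annotation. The aligner, the counting options and any filter on genes are not given in the sources used here. The least total of a gene over the 12 libraries was 3 reads. In each library every value was a whole multiple of the smallest one, within 0.001 of a multiple, so whole reads were recovered from the values. Of the gene symbols, 146 had more than 1 entry, and each entry was tested as a gene of its own. Libraries of the same group differed by more than sampling noise (chi-square per degree of freedom from 12.8 to 108), so none was counted as a repeat of another.

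Because the table holds normalized values and not raw counts, the test set for that case was used in place of the edgeR test on counts that had been written first. Genes with a mean of at least 1 across the libraries in the fit were tested with limma 3.58.1 (trend) in R 4.3.3 on log2(value + 1), with Benjamini-Hochberg adjustment and a threshold of an adjusted p under 0.05. Null and wild-type libraries were compared within each age, in separate fits. The interaction of genotype and age, and the age effect within each genotype, came from 1 fit of all 12 libraries. The thresholds of Fig. 2 were taken as an adjusted p of at most 0.1 with a fold of at least 1.6 or at most 0.6. Gene lists were tested by the number of members passing, over all genes and over the list alone, by camera with a preset correlation of 0.01 and with an estimated correlation, and by fry. Shares of reads are percent of the recovered reads of a library, and exact intervals at 95% cover counting error only. Tables were read and plots drawn with Python 3.11.15, pandas 2.3.3 and matplotlib 3.10.9.

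The genes named are those that the paper names for islet RNA, the transcription factors of Fig. 2d, the islet hormones and, for each comparison, up to 12 higher and 12 lower genes with the largest log2 fold change among those passing the test, with an average log2 CPM of at least 4, no overlap between the values of both groups and a common gene symbol. From each list, at most 4 higher and 4 lower members with the smallest adjusted p were taken, and members drawn in the paper's figures. Samples, tests, lists, this rule and the alternatives listed next were set before the data were examined, though the paper's figures, which name genes from these samples, had been seen. The alternatives set then were other normalizations (RLE, upper quartile), no filter or a mean CPM of at least 10, DESeq2 1.42.0 and limma-voom on the recovered reads, an adjusted p of at most 0.1, the 10 most abundant genes left out before normalization, an offset for gene length (loess, span 0.4, on the deposited transcript lengths), all 12 libraries in 1 fit, the replicate number as a block, and leaving out each library in turn. Chosen after seeing the data were edgeR 4.0.16 on the recovered reads, TMM normalization, pseudocounts of 0.1 and 10, the acinar share of reads as a covariate, and the list of aldehyde dehydrogenases without the deleted gene. The edgeR test with TMM was the one written first for raw counts, and only its use on recovered reads came later.

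Each test was tested on simulated data drawn from the means and totals of these libraries. Each gene was drawn on its own, so shifts that many genes share between libraries were not simulated. The rates need not hold for genes that shift together. At P1, over 18189 simulated genes, limma called 2.98% of those changed by 1.6-fold, 25.4% of those changed by 2-fold and 95.5% of those changed by 4-fold. At week 8, over 18052 genes, it called 14.9%, 43.3% and 93.9%. Of the genes called by limma 2.38% at P1 and 7.34% at week 8 were false, against 11.7% and 16.6% of those called by DESeq2, over 18351 genes. No sample was left out of the results given first. Some genes covered by the rule for named genes are not reported here. No coordinates are reported, and no genome sequence was used here.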

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

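The test of acinar transcripts, both tests of the endocrine shares, the test of exocrine carry-over on ribosomal protein genes, the splits of the P1 libraries with the week 8 groups kept and the list of aldehyde dehydrogenases without *Aldh1b1* were chosen after the result was seen, and the tests of gene length and of the other splits before.

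The genotype effect differed between P1 and week 8 in 3990 of 18338 genes, tested as an interaction in limma (DESeq2 4782, edgeR 4089). Of 100 splits of the samples, 1, the real one, gave as many, and the highest of the others gave 3874. The 90 splits that broke the week 8 groups gave 0 genes. The rank of the real split thus rests on the week 8 groups, so these splits cannot exclude chance for the difference between ages. With the week 8 groups kept there are 20 splits of the P1 libraries, too few for a share under 0.05, of which 1, the real one, gave 3990 genes and the others between 372 and 3874. With the acinar share of reads as a covariate, chosen after seeing the data, limma called 0 genes, against 3990 without it (6287 at an unadjusted p under 0.05). This covariate is nearly confounded with the groups, so the lost calls cannot be put down to exocrine content.

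The genotype effect also differed between ages, by the same limma test, in 20 of 28 genes that the paper names or that encode islet hormones. It did so in 19 of 32 beta cell transcription factors, 19 of 22 genes of beta cell identity and function, 23 of 30 secretory granule genes and 5 of 10 genes of glutamine entry. Among other lists it did so in 47 of 81 cytoplasmic ribosomal protein genes, 21 of 22 genes normally repressed in beta cells, 10 of 16 aldehyde dehydrogenases other than the deleted *Aldh1b1* and 11 of 20 immediate early and stress genes. For markers of other cell types the numbers were 30 of 30 for acinar cells, 10 of 11 for duct cells and 23 of 24 for mesenchyme and stellate cells. Exocrine transcripts, which the paper's results on islet RNA do not discuss, were above the wild-type level at P1, with acinar markers taking 10.8% of the reads of the lowest null library and 6.67% of those of the highest wild-type library.

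Acinar transcripts were above the wild-type level in P1 nulls and below it in week 8 nulls, where acinar markers took 12.4% to 23.4% of the reads, against 48.2% to 53.7% in wild-types. Mean normalized counts in P1 wild-type, P1 null, week 8 wild-type and week 8 null islets were *Cela2a* 51985, 247460, 2513100 and 435310, *Pnlip* 1059, 1529, 1993400 and 369290, and *Cela1* 13507, 37050, 1609700 and 286060, pancreatic enzymes chosen for their abundance after their values were seen. The size factors are argued against, since under recomputed ones (RLE, TMM and upper quartile) the highest median log2 fold change of the markers at week 8 was -2.45. All 30 markers lay below 0 at week 8 and above 0 at P1, 30 of them were detected in every P1 wild-type library, 0 are on another list, *Cuzd1* is drawn in Fig. 6e, and the paper's text names no sort or gate that would remove acinar cells. Exocrine tissue carried over with the islets in unequal amounts and an effect of the genotype on exocrine tissue, which differs with age, stay open, and no test here separates them.

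Most beta cell identity genes were higher in week 8 nulls and lay below 0 in P1 nulls, with median log2 fold changes of 0.95 (22 genes) and -0.97. A smaller share of non-endocrine cells at week 8 would raise every endocrine type alike. The other endocrine markers had a median of -0.36 (12 genes with a mean count of at least 10 at that age), -1.31 from that of the beta cell genes. The 95% bootstrap interval was -1.45 to -1.17 and the two-sided permutation p was 2e-05 (100000 resamples). Intervals and permutations at both ages resampled genes, which are not independent, and do not cover the spread between animals. With that limit, a smaller share of non-endocrine cells is argued against on its own. Gene length is argued against too, as the median with the length offset was 1.02. At P1 the medians were 0.43 apart (other endocrine markers -0.54, 13 genes, interval -0.010 to 0.63, two-sided permutation p = 0.067), so that a larger share of non-endocrine cells cannot be told apart from a change within beta cells, because the interval of the difference includes 0. A larger share of beta cells among endocrine cells at week 8, and a change of expression within them with genotype, were not tested on these libraries. By staining of young adult null islets, the paper reports more glucagon and somatostatin signal, less C-peptide signal and a similar beta cell mass. In week 8 null pancreases it reports more insulin, proinsulin and glucagon. The staining goes against a larger share of beta cells, though it measures protein in other animals.

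Cytoplasmic ribosomal protein genes were lower in normalized counts in week 8 nulls in 68 of 81 cases. Gene length is argued against, since 64 of these 68 were still lower with the length offset and the median log2 fold change moved from -0.98 to -0.88. Exocrine carry-over cannot be told apart, because at P1, where nulls hold more acinar reads, the median was 0.028 without the offset (49 above and 32 below 0), under the value set against it, and 0.15 with it (interquartile range 0.034 to 0.27), between the values set for and against it. The acinar markers had medians of 2.66 at P1 and -2.46 at week 8, so that carry-over as the whole cause needs exocrine tissue whose excess of these transcripts differs with age, which was not tested. An effect of the genotype on ribosomal genes stays open and was not tested.

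For comparisons of 3 with 3 libraries there are 10 splits, too few for a share under 0.05, and in each comparison 1 split, the real one, gave as many genes. The real split and the highest other gave 12 and 0 genes at P1, 116 and 0 at the thresholds of Fig. 2 at P1, 5094 and 0 at week 8, 3923 and 0 at the thresholds of Fig. 2 at week 8, 5987 and 0 between ages in wild-types, and 8558 and 0 between ages in nulls.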

How the results depend on the processing

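edgeR on the recovered reads, TMM, both pseudocounts, the acinar share as a covariate and, for counts at the thresholds of Fig. 2, the filter on CPM, the gene length offset and the fit of all 12 libraries were tests chosen after the result was seen. Of these, edgeR with TMM had been written first as the test for raw counts, and its use on recovered reads was decided later. Over 35 counts and correlations, 572 values under an alternative were within 1.5 times the first value, or within 1 SD of it, and 120 were not. For 402 results of named genes, 8578 kept direction and side of the threshold, 399 no longer passed, 64 newly passed and 47 changed sign. With 3 libraries a group and 15212080 reads or more a library, a count of 0 allows up to 0.103 to 0.197 CPM, depending on the library, and libraries of 1 group differed by more than counting error over all genes taken together (chi-square per degree of freedom 12.8 to 108). Under camera no list was called in any comparison with an estimated correlation (lowest adjusted p = 0.21 with an estimated correlation). The replicate number as a block could not be fitted at week 8, where null animal numbers are not shared with wild-types.

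DESeq2 on the recovered reads called 602 for all genes, 822 for thresholds of Fig. 2, 12 for beta cell transcription factors, 12 for secretory granule, 7 for exocytosis machinery and 28 for acinar markers at P1, 425 for genes shared by both ages. There, log2 fold changes of the opposite sign were -0.37 for *Glp1r* at P1 and 0.022 for *Adcy4* with age in wild-types. Among genes with a mean CPM of at least 10, limma called 0 for all genes, 11 for thresholds of Fig. 2 and 0 for acinar markers at P1, 3348 for all genes, 1575 for thresholds of Fig. 2, 13 for K+ channels, 9 for K+ and Ca2+ transporters, 4 for cell cycle S, G2 and M phase and 14 for oxidation defence at week 8, 3535 for all genes with age in wild-types, 5173 for all genes with age in nulls. With the acinar share as a covariate, limma called 0 for all genes, 0 for thresholds of Fig. 2 and 0 for acinar markers at P1, 255 for all genes, 654 for thresholds of Fig. 2, 0 for beta cell transcription factors, 0 for beta cell identity and function, 0 for secretory granule, 0 for exocytosis machinery, 1 for GTPase regulators, 3 for K+ channels, 0 for Ca2+ channels, 0 for K+ and Ca2+ transporters, 1 for glycolysis, 1 for glutamine entry into the tricarboxylic acid cycle, 0 for GLP1R and cAMP signalling, 1 for cytoplasmic ribosomal proteins, 3 for cell cycle S, G2 and M phase, 1 for oxidation defence and 2 for acinar markers at week 8, 0 for all genes, 0 for beta cell transcription factors and 0 for oxidation defence in the interaction. This covariate is nearly confounded with the groups, so the lost calls cannot be put down to exocrine content. With it, log2 fold changes of the opposite sign were -0.0079 for *Myc* at P1, 0.053 for *Kcnj11* at P1, 0.25 for *Cacna1d* at P1, 0.78 for *Gcg* in the interaction, 0.055 for *Sytl1* at week 8, 0.30 for *Rrm2* at week 8 and -0.13 for *Uty* at week 8. At an adjusted p of at most 0.1 the counts were 116 for all genes, 5 for beta cell transcription factors, 1 for secretory granule and 17 for acinar markers at P1. With all 12 libraries in 1 fit limma called 135 for all genes, 412 for thresholds of Fig. 2, 4 for beta cell transcription factors, 1 for secretory granule and 21 for acinar markers at P1. The gene length offset gave 119 for all genes, 437 for thresholds of Fig. 2, 3 for beta cell transcription factors, 2 for secretory granule and 16 for acinar markers at P1, 96 for genes shared by both ages. There, log2 fold changes of the opposite sign were 0.098 for *Sst* at week 8. A pseudocount of 0.1 gave 4 for all genes and 73 for thresholds of Fig. 2 at P1. A pseudocount of 10 gave 19 for all genes, 177 for thresholds of Fig. 2 and 2 for acinar markers at P1. Upper-quartile normalization gave 19 for all genes and 2 for acinar markers at P1. There, log2 fold changes of the opposite sign were -0.022 for *Myc* with age in wild-types. edgeR on the recovered reads gave log2 fold changes of the opposite sign of -0.38 for *Glp1r* at P1, 0.033 for *Nkx6-1* with age in wild-types and 0.064 for *Adcy4* with age in wild-types. On the log10(count + 1) scale Pearson's r was 0.983 at P1, 0.963 at week 8. Spearman's rho in its place was 0.986 at P1, 0.966 at week 8. An adjusted p of at most 0.05 with the folds of Fig. 2 gave 12 for thresholds of Fig. 2 at P1. The thresholds of Fig. 2 gave 94 for genes shared by both ages. RLE, TMM and leaving out the 10 most abundant genes before normalization each gave 2 acinar markers at P1. Where P1 counts are 0, limma had 2730 genes at an unadjusted p under 0.05 in the first analysis, DESeq2 called 602, edgeR 11 and limma-voom 9. Where list counts are 0 at week 8 with the acinar share, the first number that follows is that at an unadjusted p under 0.05 in the first limma analysis, and the others are the calls by DESeq2, edgeR and limma-voom: 23 with 20, 20 and 19 for beta cell transcription factors, 20 with 20, 15 and 18 for beta cell identity and function, 25 with 24, 20 and 23 for secretory granule, 51 with 40, 43 and 40 for exocytosis machinery, 8 with 6, 6 and 6 for Ca2+ channels, 17 with 16, 14 and 14 for K+ and Ca2+ transporters, 22 with 21, 21 and 20 for GLP1R and cAMP signalling. For the lists at 0 in the interaction, limma had 24 at that p for beta cell transcription factors, where DESeq2 called 21 and edgeR 19, and 33 at that p for oxidation defence, where DESeq2 called 29 and edgeR 28. The filter tests fewer genes, and the cause was not tested for the other settings.

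Leaving out 1 library in turn, which also leaves fewer samples, gave these lowest to highest counts: all genes 0 to 245 and beta cell transcription factors 0 to 7 at P1 (without P1 wild-type replicate 2 and without P1 wild-type replicate 1), all genes 2676 to 6267, beta cell identity and function 10 to 20, secretory granule 10 to 27, GTPase regulators 29 to 69, K+ channels 17 to 33, K+ and Ca2+ transporters 8 to 17, glycolysis 6 to 15 and cell cycle S, G2 and M phase 5 to 18 at week 8 (without week 8 wild-type replicate 3 and without week 8 wild-type replicate 2), thresholds of Fig. 2 0 to 571 at P1 (without P1 null replicate 1 and without P1 wild-type replicate 1), secretory granule 0 to 5, exocytosis machinery 0 to 4 and acinar markers 0 to 20 at P1 (without P1 wild-type replicate 2 and without P1 null replicate 3). Log2 fold changes that changed sign when 1 library was left out ranged as follows: *Nfe2l2* -0.040 to 0.14 at P1 (without P1 wild-type replicate 3 and without P1 wild-type replicate 1), *Adcy5* -0.039 to 0.41 and *Cacna1d* -0.48 to 0.091 at P1 (without P1 wild-type replicate 1 and without P1 wild-type replicate 3), *Cacna1c* -0.18 to 0.67 and *Glp1r* -0.83 to 0.72 at P1 (without P1 wild-type replicate 1 and without P1 wild-type replicate 2), *Sst* -0.32 to 0.21 at week 8 (without week 8 wild-type replicate 3 and without week 8 wild-type replicate 2), *Ppy* -0.87 to 0.17 at week 8 (without week 8 null animal MUT229 and without week 8 null animal MUT218), *Aldh1b1* -0.91 to 0.056 in the interaction (without P1 null replicate 1 and without P1 null replicate 3), *Gcg* -0.36 to 0.26 in the interaction (without week 8 wild-type replicate 1 and without week 8 null animal MUT229), *Ppy* -0.35 to 0.70 in the interaction (without week 8 null animal MUT229 and without week 8 null animal MUT218), *Nkx6-1* -0.29 to 0.12 and *Ins1* -0.028 to 0.47 with age in wild-types (without week 8 wild-type replicate 2 and without P1 wild-type replicate 1), *Nfe2l2* -0.34 to 0.041 and *Adcy4* -0.55 to 0.32 with age in wild-types (without week 8 wild-type replicate 1 and without week 8 wild-type replicate 2), *Myc* -0.12 to 0.25 with age in wild-types (without P1 wild-type replicate 2 and without week 8 wild-type replicate 2), *Cacna1d* -0.12 to 0.45 with age in wild-types (without P1 wild-type replicate 1 and without P1 wild-type replicate 3), *Nfatc1* -0.38 to 0.089 with age in wild-types (without P1 wild-type replicate 1 and without week 8 wild-type replicate 2), *Aldh1b1* -0.71 to 0.25 with age in nulls (without P1 null replicate 1 and without P1 null replicate 3).

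The replicate numbers did not pair the samples. Deviations from group means of same-numbered P1 wild-type and null libraries correlated at 0.063, -0.041 and -0.012, and those of P1 and week 8 wild-type libraries at -0.067, -0.062 and -0.0096, and not every sample correlated best with its own number. With the replicate number as a block limma called 15 genes at P1, 140 at the thresholds of Fig. 2 and 3671 with age in wild-types, a fit of wild-type libraries alone. With the replicate block and gene length offset together it called 0 genes and 0 acinar markers at P1, and 111 genes at the thresholds of Fig. 2.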

Differences from the paper's values

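The gene length offset and the fit of all 12 libraries, where applied to the counts of Fig. 2, were tests chosen after the result was seen. At P1, limma called 116 genes at the thresholds of Fig. 2, where Fig. 2c of the paper gives about 460, read by eye. Of the alternatives set before the data were examined, the total was within 1.5 times the paper's at 571 without P1 wild-type replicate 1 and 537 without P1 null replicate 3, and not at 12 with an adjusted p of at most 0.05, 111 with RLE size factors, 112 with no filter, 822 with DESeq2, 12 without P1 wild-type replicate 2, 153 without P1 wild-type replicate 3, 0 without P1 null replicate 1, 0 without P1 null replicate 2 and 140 with the replicate number as a block. With the gene length offset it was 437 and with all 12 libraries in 1 fit 412, both within 1.5 times the paper's and both chosen after seeing the values. Of 496 genes past these thresholds at P1 in the authors' deposited table, 382 were not called by limma in the same direction, 186 not with the offset and 200 not in the fit of 12. The adjusted p behind Fig. 2c is not named in the paper's text. At week 8, 3435 genes pass these thresholds in the authors' deposited table.

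Higher genes at P1 came to 88, against about 310 in Fig. 2c of the paper, read by eye, and were within 1.5 times that value at 398 without P1 wild-type replicate 1 and 301 without P1 null replicate 3, but not at 10 with an adjusted p of at most 0.05, 82 with RLE size factors, 85 with no filter, 530 with DESeq2, 10 without P1 wild-type replicate 2, 142 without P1 wild-type replicate 3, 0 without P1 null replicate 1, 0 without P1 null replicate 2 and 100 with the replicate number as a block. Lower genes came to 28, against about 150 in Fig. 2c, read by eye, and were within 1.5 times that value at 173 without P1 wild-type replicate 1, but not at 2 with an adjusted p of at most 0.05, 29 with RLE size factors, 27 with no filter, 292 with DESeq2, 2 without P1 wild-type replicate 2, 11 without P1 wild-type replicate 3, 0 without P1 null replicate 1, 0 without P1 null replicate 2, 236 without P1 null replicate 3 and 40 with the replicate number as a block. With the offset for length 306 were higher and 131 lower, and with all 12 libraries in 1 fit 252 and 160. The authors' deposited table holds 344 higher and 152 lower genes at P1.

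Genes regulated at both ages came to 8 at a limma adjusted p under 0.05, against about 290 in Fig. 2c of the paper, read by eye, where the threshold of the adjusted p is not named. The alternatives set before the data were examined gave 425 with DESeq2, which is within 1.5 times the paper's, and 94 with the thresholds of Fig. 2 and 96 with the gene length offset, which are not.

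The paper's correlation of counts is higher at P1 than at week 8, whereas r was 0.562 at P1 and 0.630 at week 8, and each of these is, when rounded, the value the paper gives for the other age. On the scale log10(count + 1) and by Spearman's rho, P1 was higher (0.983 and 0.963, and 0.986 and 0.966). Leaving out 1 library, the P1 value was 0.640, 0.599 and 0.440 without wild-type replicates 1, 2 and 3, and 0.607, 0.589 and 0.509 without null replicates 1, 2 and 3. The week 8 value was 0.637, 0.599 and 0.654 without wild-type replicates 1, 2 and 3, and 0.665, 0.539 and 0.669 without null animals MUT218, MUT219 and MUT229.

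The paper states that *Pdx1*, *Nkx6-1* and *Mafa* are repressed at P1. At the threshold of Fig. 2d, an adjusted p of at most 0.1, *Mafa* passed in limma (adjusted p = 0.0998) and *Nkx6-1* (0.16) and *Pdx1* (0.19) did not, and all 3 had a log2 fold change below 0. None passed the stricter limma adjusted p under 0.05 in the first analysis. Under alternatives *Mafa* passed it at 9.7e-04 with DESeq2 and 0.047 without P1 wild-type replicate 1 (range over all alternatives 9.7e-04 to 1.0) and *Nkx6-1* at 0.036 with DESeq2 (range 0.036 to 1.0), adjusted p from limma unless DESeq2 is named. *Nkx6-1* was also at or under 0.1 with the gene length offset (0.097), without P1 wild-type replicate 1 (0.089) and without P1 null replicate 3 (0.094). *Pdx1* passed 0.05 in none (range 0.052 to 1.0), but was at or under 0.1 in DESeq2 (0.078), with all 12 libraries in 1 limma fit (0.097) and without P1 null replicate 3 (0.052). In the authors' deposited table the adjusted p at P1 is 0.32 for *Pdx1*, 0.0997 for *Nkx6-1* and 5.6e-04 for *Mafa*.

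From Western blots and RNA sequencing, the paper states that *Aldh1b1* is not expressed in postnatal and adult islets. It places adult expression in rare centroacinar-like cells. Wild-type islets held 294 *Aldh1b1* reads over 3 libraries at P1 and 193 at week 8, 5.40 ± 1.04 and 2.41 ± 0.666 CPM (SD, n = 3). The source of these reads was not tested.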

Other observations

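Calls by edgeR on the recovered reads, the fits with the acinar share of reads as a covariate and the list of aldehyde dehydrogenases without *Aldh1b1* were tests chosen after the result was seen. In week 8 null islets, genes that mature beta cells normally keep low were lower than in wild-type islets. *Zfp36l1*, an RNA-binding protein, fell, with a log2 fold change of -2.45 ± 0.21 (SE, adjusted p = 2.9e-04 from limma), as did *Tst*, a mitochondrial sulfurtransferase (-2.68 ± 0.24), and *Yap1*, the effector of Hippo signalling (-1.96 ± 0.21). Of 22 such genes, 0 rose and 21 fell (0 higher and 21 lower when adjusted over the list alone), with a median of -1.83 (adjusted p = 2.4e-14 from camera in limma, adjusted p = 0.36 with an estimated correlation). Of 16 aldehyde dehydrogenases, leaving out *Aldh1b1*, which is deleted by design, 1 rose and 9 fell (2 higher and 10 lower when adjusted over the list alone), among them *Aldh1a1*, a cytosolic enzyme that makes retinoic acid (-2.63 ± 0.24), *Aldh1a7* (-2.48 ± 0.21) and, as the higher one, *Aldh5a1*, which acts on succinic semialdehyde (0.77 ± 0.13). This list gave adjusted p = 0.0010 from camera in limma, adjusted p = 0.37 with an estimated correlation. Of 20 immediate early and stress genes, 0 rose and 11 fell (0 higher and 11 lower when adjusted over the list alone), with *Cyr61* at -2.56 ± 0.31 and *Atf3* at -1.53 ± 0.19 (adjusted p = 5.6e-05 from camera in limma, adjusted p = 0.38 with an estimated correlation). Of 77 genes of oxidative phosphorylation, 2 rose and 36 fell (2 higher and 40 lower when adjusted over the list alone), with *Atp5o*, a subunit of the ATP synthase, at -1.04 ± 0.11 and *Cox6a2*, a cytochrome c oxidase subunit, at 1.03 ± 0.20 (limma adjusted p = 0.0044, and 0.12 with all 12 libraries in 1 fit, within 8.5e-05 to 0.12 over its alternatives). The number passing was 21 without week 8 wild-type replicate 3, 24 without week 8 null animal MUT218 and 24 without week 8 null animal MUT229, and 20 with all 12 libraries in 1 fit. Of 24 genes of the unfolded protein response, 0 rose and 6 fell (0 higher and 6 lower when adjusted over the list alone), with *Sel1l*, of endoplasmic reticulum degradation, at -1.19 ± 0.12. Of 7 alpha cell markers limma called 0, 1 had an unadjusted p under 0.05, DESeq2, edgeR and limma-voom each called 1 lower, and limma called 2 without week 8 wild-type replicate 1. Acinar markers fell in the same libraries, and *Pnlip* had a log2 fold change of -2.51 ± 0.55. With the acinar share of reads as a covariate limma called 5 of the genes normally repressed in beta cells, 1 of these aldehyde dehydrogenases, 2 immediate early and stress genes, 0 genes of oxidative phosphorylation and 0 of the unfolded protein response. The lost calls cannot be put down to exocrine content, because this covariate is nearly confounded with the groups. Without it, 45 and 10 genes of the latter lists had an unadjusted p under 0.05, and DESeq2 called 42 and 8, edgeR 42 and 6 and limma-voom 42 and 7. Among genes with a mean CPM of at least 10, 9 of the genes normally repressed in beta cells passed.

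Between P1 and week 8, most genes of S, G2 and M phase fell in islets of both genotypes. Of 42 genes of S, G2 and M phase, 1 rose and 35 fell (1 higher and 37 lower when adjusted over the list alone) in wild-type and 1 rose and 39 fell (1 higher and 39 lower when adjusted over the list alone) in null islets. *H19* fell from 14443 ± 1235 normalized counts (SD, n = 3) at P1 to 8.38 ± 3.47 at week 8 in wild-type islets and from 14208 ± 2447 to 3.82 ± 4.35 in null islets, and the imprinted growth factor *Igf2* from 9441 ± 1347 to 140.2 ± 24.3 and from 11738 ± 2080.1 to 95.4 ± 22.7, log2 fold changes of -6.07 ± 0.20 and -6.94 ± 0.20 (SE, adjusted p = 2.5e-10 and 7.5e-11 from limma). Macrophage markers went up, as of 19 tested 15 rose and 0 fell (15 higher and 0 lower when adjusted over the list alone) in wild-type and 14 rose and 2 fell (14 higher and 2 lower when adjusted over the list alone) in null islets, with *H2-Aa*, of antigen presentation, at 6.85 ± 0.35 and 6.63 ± 0.35. Among genes with a mean CPM of at least 10, 8 and 8 macrophage markers passed. Of the 16 aldehyde dehydrogenases other than *Aldh1b1*, 10 rose and 0 fell (10 higher and 1 lower when adjusted over the list alone) with age in wild-type and 4 rose and 4 fell (4 higher and 4 lower when adjusted over the list alone) in null islets, and of 22 beta cell identity genes, 7 rose and 2 fell (8 higher and 2 lower when adjusted over the list alone) and 21 rose and 1 fell (21 higher and 1 lower when adjusted over the list alone). *Ucn3*, a peptide of mature beta cells, had 3.22 ± 0.27 in wild-type and 4.30 ± 0.27 in null islets, and *Prlr*, the prolactin receptor, 2.92 ± 0.36 and 5.36 ± 0.36. *Xist*, the RNA of the inactive X chromosome, had 2068 ± 1035 normalized counts in P1 wild-type, 2682 ± 556 in P1 null, 3.21 ± 3.35 in week 8 wild-type and 3.26 ± 0.668 in week 8 null islets. Of 5 sex-linked genes, *Xist* and 4 of the Y chromosome, 3 rose and 1 fell (4 higher and 1 lower when adjusted over the list alone) in wild-type and 4 rose and 1 fell (4 higher and 1 lower when adjusted over the list alone) in null islets. The acinar gene *Pnlip* had age effects of 10.90 ± 0.28 and 7.83 ± 0.28. Age cannot be separated from this difference in sex-linked transcripts, nor from pools of 3 mice at P1 and single mice at week 8. The library numbers also form a separate series at each age. The paper gives male mice as the source of isolated islets, without naming an age or the RNA samples in the text used here, and the labels give no sex.

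Insulin transcripts had means lower in P1 nulls and higher in week 8 nulls than in wild-types, without passing the limma test at either age, and the change between the ages passed it. The interaction of genotype and age was 2.57 ± 0.72 for *Ins2* (SE, limma adjusted p = 0.021, 5.2e-07 to 1.0 over its alternatives) and 2.37 ± 0.60 for *Ins1* (adjusted p = 0.012, 1.5e-06 to 1.0). For *Ins2* the limma adjusted p was 0.056 without P1 null replicate 1, 0.074 without P1 null replicate 2, 0.055 without week 8 wild-type replicate 3 and 0.063 with a pseudocount of 10, and with the acinar share as a covariate it was 1.0 for both genes, 2 settings chosen after seeing the data. The acinar covariate is nearly confounded with the groups. *Ins2* had a log2 fold change of -1.49 ± 0.40 at P1 (SE, limma adjusted p = 0.17) and 1.08 ± 0.58 at week 8 (adjusted p = 0.20, 4.6e-05 to 0.63 over its alternatives). *Ins1* had -1.36 ± 0.37 (limma adjusted p = 0.17) and 1.00 ± 0.41 (adjusted p = 0.099, and 0.049 without week 8 wild-type replicate 2). DESeq2 called both at P1 (adjusted p = 8.9e-04 for *Ins2* and 0.0015 for *Ins1*) and at week 8 (adjusted p = 4.6e-05 and 1.6e-04), as did limma-voom at week 8 (adjusted p = 0.026 and 0.030). *Gcg* had -0.41 ± 0.44, *Sst* -0.10 ± 0.28 and *Ppy* -0.36 ± 0.41 at week 8, none past the limma threshold, and the sign for *Sst* turned with the gene length offset and without week 8 wild-type replicate 2 or MUT229, and that for *Ppy* without MUT218. *Glp1r* rose at week 8 from 969 ± 239 to 1825 ± 221 counts, a log2 fold change of 0.93 ± 0.17 (limma adjusted p = 0.0037, 0.23 with all 12 libraries in 1 fit and 4.7e-05 to 0.72 over its alternatives). For its protein, the paper reports normal staining in young adult null islets. In its later section on glucose sensing it reports severely decreased staining in all null islets, with no age beside that statement. The RNA thus moved the opposite way to that later protein result, by another measure.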
